# Lon1 Inactivation Downregulates Autophagic Flux and Brassinosteroid Biogenesis, Modulating Mitochondrial Proportion and Seed Development in *Arabidopsis*

**DOI:** 10.3390/ijms25105425

**Published:** 2024-05-16

**Authors:** Ce Song, Yuqi Hou, Tiantian Li, Yinyin Liu, Xian-Ao Wang, Wumei Qu, Lei Li

**Keywords:** *Arabidopsis*, mitochondrion, Lon1, autophagy, brassinosteroid

## Abstract

Mitochondrial protein homeostasis is crucially regulated by protein degradation processes involving both mitochondrial proteases and cytosolic autophagy. However, it remains unclear how plant cells regulate autophagy in the scenario of lacking a major mitochondrial Lon1 protease. In this study, we observed a notable downregulation of core autophagy proteins in *Arabidopsis* Lon1 knockout mutant *lon1-1* and *lon1-2*, supporting the alterations in the relative proportions of mitochondrial and vacuolar proteins over total proteins in the plant cells. To delve deeper into understanding the roles of the mitochondrial protease Lon1 and autophagy in maintaining mitochondrial protein homeostasis and plant development, we generated the *lon1-2atg5-1* double mutant by incorporating the loss-of-function mutation of the autophagy core protein ATG5, known as *atg5-1*. The double mutant exhibited a blend of phenotypes, characterized by short plants and early senescence, mirroring those observed in the individual single mutants. Accordingly, distinct transcriptome alterations were evident in each of the single mutants, while the double mutant displayed a unique amalgamation of transcriptional responses. Heightened severity, particularly evident in reduced seed numbers and abnormal embryo development, was observed in the double mutant. Notably, aberrations in protein storage vacuoles (PSVs) and oil bodies were evident in the single and double mutants. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses of genes concurrently downregulated in *lon1-2*, *atg5-1*, and *lon1-2atg5-1* unveiled a significant suppression of genes associated with brassinosteroid (BR) biosynthesis and homeostasis. This downregulation likely contributes to the observed abnormalities in seed and embryo development in the mutants.

## 1. Introduction

Despite its counterintuitive nature, the breakdown of cellular components is crucial for the survival of all living organisms. Protein degradation plays a vital role in clearing malfunctioning or unnecessary proteins and regulating developmental and stress response processes [1]. Plant endosymbiotic organelle mitochondria contain approximately 2000–2500 proteins, tightly regulated through protein synthesis and degradation mechanisms. The degradation of mitochondrial proteins in plants involves mitochondrial-localized proteases, cytosolic autophagic-associated vacuolar degradation, and the ubiquitin–proteasomal degradation pathway.

The Lon protease is an ATP-dependent serine protease found in all living organisms, named after the long filament phenotype of *Escherichia coli* mutant cells [2]. In bacteria and non-plant organisms, the Lon protease is involved in protein quality control by recognizing unstructured protein segments or degradation tags and degrading unfolded and misfolded proteins [3]. In land plants, Lon proteases were found to degrade damaged or misfolded proteins in peroxisomes and mitochondria. The Lon protease forms homo-oligomers and has multiple domains, including a substrate binding domain, an ATPase domain, and a serine-type proteolytic domain [4,5]. Despite the similarities between plant and non-plant Lon proteases, the mechanisms of substrate recognition and oligomerization in plant organelles are not yet fully understood [3]. The evolution of a small Lon gene family in land plants suggests a functional diversification of Lon proteases in these organisms [6]. The *Arabidopsis* genome contains four Lon proteins, with Lon1 being well studied for its role in proteostasis mainly in mitochondria. In *lon1* mutants, the degradation rates of more than 200 mitochondrial proteins, including ribosomal proteins, electron transport chain subunits, and tricarboxylic acid cycle enzymes, were significantly altered compared to wild type [7]. A member of the Lon protease family, LON2, an ATP-dependent serine protease and chaperone, is crucial for maintaining plant peroxisomes and regulating their degradation through selective autophagy known as pexophagy [8]. However, it remains unclear how Lon1 interacts with autophagic degradation.

Autophagy degrades and recycles cellular material and nutrients through the use of lysosomes in mammalian cells and vacuoles in yeasts and plants. It is a widespread process in eukaryotic organisms. Autophagy core proteins can generally be divided into four functional complexes, including the ATG1/ATG13 kinase complex, the PI3K (phosphatidylinositol 3-kinase) complex, the ATG9 complex, and the ATG8/ATG12 ubiquitin-like conjugation system [9]. They all participate in regulating the induction of plant cell autophagy, the formation of autophagosomes, transport, and fusion with vacuoles, among other processes [9,10]. Autophagosomes engulf specific organelles for selective degradation. Mitochondria are a well-defined target for selective autophagy in yeast and mammalian cells [11,12]. The recognition of mitochondria for degradation through selective autophagy, known as mitophagy, has been well understood in yeast and animal model systems, as the protein regulators targeting mitochondria for autophagic degradation have been extensively characterized [13]. ATG11 was found to play an essential role in plant mitochondria degradation [14]. Most recently, plant mitophagy was found to be activated by carbon starvation, senescence, and specific mitochondrial stresses but not nitrogen starvation and general stresses [15]. A few potential mitophagy receptors and regulatory proteins involving FMT (friendly), TraB-family proteins, and FLZs (FCS-like zinc finger) were also characterized [16,17,18,19].

Recently, we previously reported that Lon1 dysfunction leads to unfolded protein responses (UPRs) characterized by enhanced ethylene production in *Arabidopsis* [20]. In this study, we reanalyzed the transcriptome changes in *lon1* mutants and discovered a general downregulation of autophagy core proteins, including ATG8 isoforms, at the transcript level. We further validated this downregulation at the protein level, which leads to a reduced autophagy flux, potentially contributing to the alteration of the relative proportion of mitochondrial and vacuolar proteins in plant cells. Moreover, *lon1* mutants were crossed with an autophagy-deficient mutant, *atg5-1*, to investigate the contribution of two independent degradation pathways to phenotype formation and transcript-level responses. The double mutant *lon1-2atg5-1* exhibited a combined phenotype from the single mutants, supported by the combined transcript-level changes. While distinct changes at the transcript level were apparent in the single mutants, a common downregulation of genes involved in brassinosteroid (BR) biosynthesis and homeostasis was observed in both single and double mutants. This supports the common abnormal seed and embryo development phenotype in single and double mutants. Taken together, this study, along with previous findings, reveals that Lon1 dysfunction upregulates the unfolded protein response but downregulates autophagic flux, thereby increasing the relative proportion of mitochondrial proteins to maintain steady respiration. The downregulation of BR biosynthesis and homeostasis is a common feature of dysfunctional Lon1 and autophagy, possibly associated with a shared mediator that deserves further investigations.

## 2. Results

### 2.1. Autophagy Flux Is Lowered in lon1 through the Downregulation of Autophagy Core Proteins at the Level of Transcripts

Autophagy was reported to maintain basal-level mitochondrial protein homeostasis and mitochondria clearance under mitochondrial stresses or over developmental transitions [15,17,19,21]. This raises the question of how autophagy is modulated in *lon1* mutant lines. Surprisingly, a reanalysis of reported RNA deep sequencing data [20] found that core autophagy genes were significant downregulated in *lon1-2* (Figure 1A). *ATG2*, *ATG8s* (*ATG8A*, *E*, *F*, *G*, and *H*), *VTI12*, and *CFS1* proteins are involved in the delivery/extension/fusion stage of autophagic degradation. This was further validated by a quantitative qRT-PCR of *ATG8A* and a few other autophagy core genes (Figure S1). Consistent with the RNA sequencing result, the expression of *ATG8A* was significantly reduced in the *lon1* mutant. Moreover, transcription factors *TGA1*, *TGA9*, and *TGA10* which were found to participate in ATG8 transcription were significantly downregulated (Figure 1A).

To investigate if the downregulation of autophagic core proteins affects autophagic flux, we crossed *lon1* mutant lines with a homogenous-single *copy-pATG8A:GFP-ATG8A* (*pATG8A* stands for *ATG8A* native promoter) stable transformation line in the *Col-0* background [22]. The *pATG8A:GFP-ATG8A* line had wild-type-like phenotypes and responded similarly to stress. Introducing *pATG8A:GFP-ATG8A* had no discernible effects on plant morphology or physiology. Two generations of hygromycin resistance screening were performed to introduce homogenous *pATG8A:GFP-ATG8A* into the *lon1* genetic background. *pATG8A:GFP-ATG8A* in both *Col-0* and *lon1* backgrounds was used for *ATG8A* expression and biochemical autophagic flux assay (Figure 1B,C). *ATG8A* expression and autophagic flux assays by Western blotting found much less GFP-ATG8A and almost invisible free GFP in *lon1* lines. Collectively, the results implicate a general ATG8A-associated autophagic flux reduction in the *lon1* mutant due to the downregulation of *ATG8A* and other autophagy core genes.

### 2.2. Lon1 Loss of Function Changes in Relative Proportion of Cellular Compartments at Level of Protein Abundance

The downregulation of autophagy flux in *lon1* mutants, as discovered in this study, along with the reported upregulation of unfolded protein responses [20], can lead to changes not only in the abundance of specific proteins but also in the relative proportion of cellular compartments in plants. To investigate the possibility of changes in the relative proportion of cellular compartments, we conducted label-free quantitative mass spectrometry using root total proteins (Supplementary Data S1). The relative proportion was determined by summing up the abundance of proteins in specific localizations defined by Subalive [23] over the total proteins. The results revealed that only the relative proportion of mitochondrial proteins was significantly higher in two *lon1* mutant lines compared to *Col-0* (Figure 2A). Conversely, the relative proportion of Golgi apparatus and vacuolar proteins decreased in both *lon1* mutant lines. ER proteins increased in *lon1-1* but decreased in *lon1-2*. There were no differences observed in the relative proportion of abundance for plastids and peroxisome proteins between *lon1* mutants and *Col-0*. The abundance of proteins in other organelles showed changes in only one allele but not in the other.

Regarding specific proteins, we examined mitochondrial proteases and reported mitophagy regulatory proteins [3,24]. Apart from the decrease in the abundance of mitochondrial processing peptidase-α2a (MPP-α2a) in *lon1* mutants, the abundance of other mitochondrial proteases significantly increased. Notably, FtsH10, intermediate cleavage peptidase (ICP55), and inner membrane protease (IMP2) exhibited a substantial increase (Figure 2B). Although autophagy flux reduction might downregulate mitochondria degradation, three receptors showed an increasing trend in *lon1* mutants (Figure 2B). Furthermore, we conducted a correlation analysis between changes in the levels of transcripts and their corresponding proteins or specifically for proteins localized to the mitochondria (Figure S2). The analysis revealed a correlation coefficient of 0.34 for total proteins and 0.37 for mitochondria-localized proteins, indicating a moderate positive correlation between the two variables. This suggests that transcriptional responses in *lon1* mutant lines contribute to a proportion of changes observed at the protein level.

### 2.3. Unfolded Protein Responses Are Not Associated with Autophagy Flux Reduction in lon1

Autophagic flux reduction in *lon1* mutant lines can contribute to unfolded protein responses. Only one isoform of ATG5 exists in the *Arabidopsis* genome; its knockout mutants are known to have deficient autophagy due to failed ATG8 lipidation [25]. Thus, we conducted RNA sequencing in an *atg5* mutant line *atg5-1* and compared the changes at the transcript level with *lon1-2*. Additionally, we constructed the *lon1-2atg5-1* double mutant in this study to investigate the combined loss of both Lon1 and autophagy. 

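The transcript values analysed here come from 6 RNA sequencing libraries, 3 of *atg5-1*, in which the ATG5 gene is mutated, and 3 of *lon1-2atg5-1*, in which LON1 is mutated as well. *Col-0* and *lon1-2* libraries were not analysed here, so each value below compares *lon1-2atg5-1* directly with *atg5-1*. Seedlings were 10 days old according to the paper's methods and 7 days old according to the description of the deposited series. The authors prepared stranded mRNA libraries, trimmed the paired reads with Trimmomatic, aligned them with hisat2 and counted reads per gene with htseq-count. The deposited values are these raw counts and FPKM for nuclear genes, with one pair of files per library. The 3 *atg5-1* libraries held 22972992, 22202064 and 22154558 counts, and the 3 *lon1-2atg5-1* libraries held 22468063, 21964283 and 23929531. The ranges of the 2 genotypes overlapped. The paper's text does not name the genome build, but the gene lengths implied by count and FPKM equalled the exonic lengths of the TAIR10.1 annotation for all 23819 genes with a count, and coordinates are given in that build. Whether reads were assigned by strand is not stated in the paper's text, so a gene that overlaps another on the opposite strand is uncertain.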

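The loss of LON1 was examined first, since it separates the groups by design. LON1 (AT5G26860) lies on chromosome 5 from 9450952 to 9457000 of TAIR10.1 and encodes the mitochondrial Lon1 protease. Its raw counts were 671, 528 and 602 in the *atg5-1* libraries and 196, 126 and 95 in the *lon1-2atg5-1* libraries. After TMM normalization in edgeR, these were 598 ± 53.8 and 139 ± 50.8 counts (SD, n = 3 each). The log2 fold change was -2.10 (standard error 0.22, adjusted p = 0.000141 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the settings compared, limma on log2(FPKM + 1) moved it most, to -1.68 on that scale. Standard errors throughout were derived as the absolute log2 fold change over the square root of the test's F statistic. They can fall below counting error where counts are few. ATG5 (AT5G17290) lies on chromosome 5 from 5686135 to 5689947 and is mutated in both groups. It had 516, 520 and 436 raw counts in *atg5-1* and 1319, 930 and 636 in *lon1-2atg5-1*, a log2 fold change of 0.98 (standard error 0.23, adjusted p = 0.00786 from the same test). The AT5G17280 gene overlaps ATG5 on the opposite strand. With each library left out in turn, the ATG5 value ranged from 0.70 without *lon1-2atg5-1* replicate 1 to 1.22 without *lon1-2atg5-1* replicate 3.

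**Figure D1:**
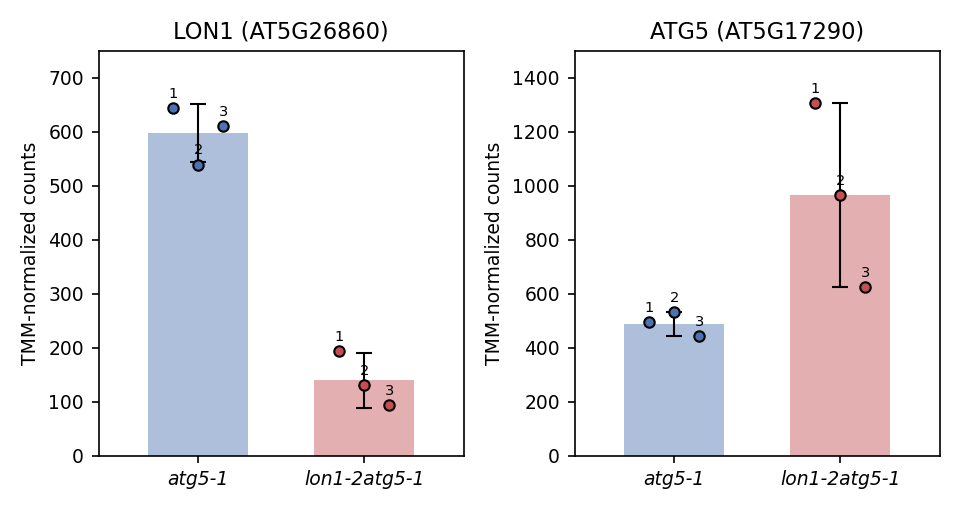
TMM-normalized counts of LON1 (left) and ATG5 (right) in each library, by genotype. Points are libraries with their replicate number, bars are means of 3 libraries and error bars are SD. The *lon1-2atg5-1* libraries lie below every *atg5-1* library for LON1 and above every one for ATG5.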

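Differential expression between *lon1-2atg5-1* and *atg5-1* was tested for the 20157 genes that passed edgeR's filter on low counts. At an adjusted p under 0.05 and a fold change over 1.5, 5588 genes differed, 2822 higher and 2766 lower in *lon1-2atg5-1*. At the study's threshold, an unadjusted p under 0.05 with the same fold change, there were 5803, of which 2930 were higher. Among the 5588 genes, 98.9% had all 3 libraries of one genotype above all 3 of the other, against 63.2% of all genes tested and 10% for unrelated groups of 3. The fold change threshold moved the count most, to 2840 at a fold change over 2 and 10781 with none. 4297 of the genes were also called in each of the 6 fits that left out one library.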

RNA deep sequencing analysis was compared among *lon1-2*, *atg5-1*, *lon1atg5*, and *Col-0* (Supplementary Data S2). 

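In a principal component analysis of the 6 libraries, over the 500 most variable genes as log2 CPM, the first component held 94.1% of the variance and the second 2.23%. The *atg5-1* libraries lay at -36.85, -34.07 and -35.65 on the first component. Those of *lon1-2atg5-1* lay at 40.68, 35.27 and 30.62, so the gap between genotypes was wider than the spread within either. Over all genes tested, the first component held 83.0%. These shares describe 2 genotypes only and are on another footing than Figure 3A, which also holds *Col-0* and *lon1-2*.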

Principal component analysis (PCA) suggests clear distinguishable changes at the transcript level for *lon1-2* and *atg5-1*, while the double mutant shows a combination of parental alleles (Figure 3A).

Furthermore, we extracted mitochondrial proteases and reported unfolded protein responses genes in *lon1* [20] to investigate how dysfunctional autophagy contributes to transcripts responses in *lon1*. The *atg5* mutant was utilized to investigate whether impaired autophagy elicits mitochondrial unfolded protein responses, illuminating the potential contribution of diminished autophagic flux in *lon1* mutants to unfolded protein responses. We found that the majority of mitochondrial proteases reported that UPR^mt^ [26,27], UPR^cp^ [28], and UPR^er^ [29] target genes are significantly upregulated in *lon1-2* and *lon1-2atg5-1* (Figure 3B–E, Supplementary Data S2), particularly pronounced in *lon1-2* which was reported recently [20]. However, this phenomenon was not observed in *atg5-1*, demonstrating that the absence of ATG5 does not significantly induce UPR^mt^, and the downregulation of autophagy levels in the *lon1* mutant is not the main cause of inducing UPRs or mitochondrial protease upregulation. 

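The genes of Figure 3B–E were compared between *lon1-2atg5-1* and *atg5-1* as the lists the paper shows. Of 16 mitochondrial protease genes without LON1 itself, 13 were higher in *lon1-2atg5-1*, with a median log2 fold change of 0.42 (adjusted p = 0.00131 from camera with an inter-gene correlation of 0.01, adjusted over 10 lists). With scaling by library size alone, 12 of the protease genes were higher. 11 were significantly higher and 1 lower at an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 3 of the higher ones also passed a fold change of 1.5. Of 32 UPR mt genes tested, 31 were higher, with a median of 1.46 (adjusted p = 4.09e-24 from the same camera test), and 27 were significantly so. All 15 UPR cp genes were significantly higher, with a smaller median of 0.59 (adjusted p = 9.24e-08, camera), and 8 of them passed a fold change of 1.5. All 9 UPR er genes were higher, with a median of 1.88 (adjusted p = 0.00405, camera), but 6 of them significantly. The paper shows in these 3 UPR lists the target genes it found raised in *lon1-2*, so they were picked for a rise when LON1 is lost, and their camera p-values are not independent evidence of the responses. With the 2 UPR er genes of 3 counts or fewer in every *atg5-1* library at their lower bound, the median was 1.88. Counted with p-values adjusted over the list alone, 12, 29, 15 and 6 genes of the 4 lists passed, against 12, 28, 15 and 6 adjusted over all genes tested. With fry, all 10 lists passed the threshold. With the correlation estimated from these libraries, the UPR mt and UPR er lists and the commonly upregulated genes of Supplementary Data S5 did not (adjusted p = 0.0706, 0.149 and 0.153, camera). Without *lon1-2atg5-1* replicate 1, 28 of the UPR mt genes and 7 of the UPR er genes were higher. The UPR er median moved most between settings, to 0.46 with limma on log2(FPKM + 1).

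**Figure D2:**
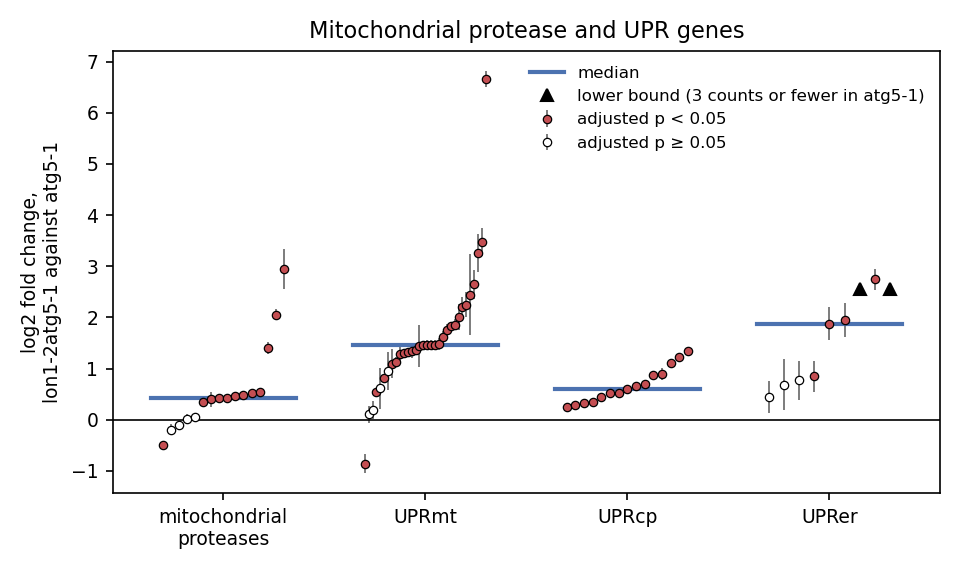
Log2 fold change of each gene in *lon1-2atg5-1* against *atg5-1* for the mitochondrial protease, UPR mt, UPR cp and UPR er lists. Points are genes sorted by value, error bars are standard errors and filled points have an adjusted p under 0.05. Triangles are bounds set against 3 counts, for genes with 3 counts or fewer in every *atg5-1* library. Lines are medians. All UPR cp and UPR er genes lie above 0.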

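Single genes differed widely in how low they were in *atg5-1*. NDB4 (AT2G20800), on chromosome 2 from 8953057 to 8955831 of TAIR10.1, encodes an NAD(P)H dehydrogenase and had 5, 5 and 3 counts in *atg5-1* against 452, 415 and 478 in *lon1-2atg5-1*. Its log2 fold change of 6.66 (standard error 0.16, adjusted p = 5.57e-07 from edgeR's quasi-likelihood test) was the highest of the UPR mt genes. Lon4 (AT3G05790), a paralog of LON1 on chromosome 3 from 1719958 to 1725268, was the highest of the proteases, with 4, 8 and 16 counts against 86, 74 and 58 and a log2 fold change of 2.95 (standard error 0.39). The Lon4 value ranged from 2.56 to 3.59 with one library left out. ClpX1a (AT5G53350) was the lowest of the proteases and went the other way, at -0.50 (standard error 0.072, adjusted p = 0.000732 from the same test). Among UPR cp genes, Hsp90 (AT2G04030) was the highest at 1.35 (standard error 0.071). The lowest, Cpn60beta4 (AT1G26230), at 0.25 (adjusted p = 0.0311), overlaps 2 annotated genes. It was no longer significant with DESeq2 (adjusted p = 0.0529) or in 5 of the 6 fits that left out one library, all but that without *lon1-2atg5-1* replicate 1, with log2 fold changes from 0.20 to 0.32 over the 6. Over all settings, its adjusted p ranged from 0.00701 to 0.111. Of the UPR er genes, F6A14.8 (AT1G18830) had 3, 0 and 2 counts in *atg5-1* and 17, 13 and 24 in *lon1-2atg5-1*. It was 5.86-fold higher with *atg5-1* set at 3 counts, and with so few counts a smaller difference is not excluded. ERF105 (AT5G51190), which overlaps a gene on the opposite strand, was not significantly different, at 0.45 (standard error 0.31, adjusted p = 0.256), and without *lon1-2atg5-1* replicate 1 it was -0.070. From the absence of these responses in *atg5-1* and their presence in *lon1-2* and *lon1-2atg5-1*, the paper concludes that reduced autophagy is not the main cause of the UPRs or of the protease upregulation in *lon1*.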

Only a few genes, such as *ACS4* and *DTX3*, show the same responses in *lon1-2* and *atg5-1*, with over two-fold changes.

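Between *lon1-2atg5-1* and *atg5-1*, ACS4 was lower and DTX3 higher in *lon1-2atg5-1*. ACS4 (AT2G22810), on chromosome 2 from 9717602 to 9719594 of TAIR10.1, encodes a 1-aminocyclopropane-1-carboxylate synthase. It had 82.0 ± 7.48 normalized counts in *atg5-1* and 45.3 ± 8.51 in *lon1-2atg5-1* (SD, n = 3 each), a log2 fold change of -0.86 (standard error 0.19, adjusted p = 0.00516 from edgeR's quasi-likelihood test). The paper's supplementary values for these genotypes, each against *Col-0*, differ by -0.87. DTX3 (AT2G04050), on chromosome 2 from 1337180 to 1339468, encodes a MATE transporter. Its normalized counts were 347 ± 42.8 and 1601 ± 462, a log2 fold change of 2.21 (standard error 0.20, adjusted p = 8.42e-05 from the same test), where the paper's values differ by 2.19. The exons of DTX3 match those of AT2G04070 at 90.3% identity, so reads of these copies could have been split or left out in counting. With each library left out in turn, ACS4 stayed between -1.02 and -0.76 and DTX3 between 1.96 and 2.38.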

### 2.4. The Double Mutant, with Dysfunctional Lon1 and Autophagy, Exhibits an Additive Phenotype of Both Parental Lines

Although *lon1-2* and *atg5-1* exhibited distinct changes at the transcriptome level at the seedling stage, we found that *lon1-2* and *atg5-1* can cause similar phenotypes at the floral and seed developmental stages (Figure 4 and Figure 5).

While the growth retardation of the rosette at the seedling stage was observed in *lon1-2* and *atg5-1* [30,31], mutant lines reached the level of *Col-0* at five weeks old (Figure 4). It is notable that the height of *Arabidopsis* was lower in *lon1-2* and *atg5-1* compared with *Col-0* at the bolting stage. The number of senescent leaves was higher only in *atg5-1* but not in *lon1-2* compared with *Col-0*. The phenotype of the double mutant exhibits an additive effect from both parental lines: the plant height is notably lower than both *lon1-2* and *atg5-1*, while the number of rosette senescence leaves is close to that of *atg5-1* (Figure 4).

Developing seeds were observed and compared between the single mutant, the double mutant, and *Col-0* under microscopy after seed clearing treatment (Figure 5A). Both *lon1-2* and *atg5-1* showed retardation in embryo development; the embryo just reached heart or late heart development in the mutant lines when the *Col-0* embryo was already mature. The number of seeds in a silique was much lower, but the number of abnormal seeds with a twisted shape increased in *lon1-2* and *atg5-1* compared with *Col-0* (Figure 5B,C). For mature seeds, protein nutrients are stored in special vesicles called protein storage vacuoles (PSVs). The imaging of embryonic cotyledons within dry seeds by autofluorescence revealed that *Col-0* has regularly distributed PSVs, scattered quite evenly, while PSVs in *lon1-2* and *atg5-1* are clearly irregularly distributed. The distribution of PSVs in *lon1-2atg5-1* is even more irregular, with varying sizes mimicking both *lon1-2* and *atg5-1* (Figure 5D). Starch grains represent temporary storage during *Arabidopsis* embryo development and are eventually converted into oil bodies. Embryos with Nile red staining was performed to visualize oil bodies. The imaging showed that regular and very distinct oil bodies could be detected in *Col-0* embryos. However, *lon1-2* and *atg5-1* had significantly reduced and irregular oil bodies, and the phenotype of *lon1-2atg5-1* is a combination of both parental lines (Figure 5D).

### 2.5. Common Downregulation of BR Biosynthesis Genes in Single and Double Mutant Lines

We have observed several common phenotypes in *lon1-2*, *atg5-1*, and *lon1-2atg5-1* mutants compared to *Col-0*. These include delayed embryo development, a reduced number of seeds per silique, an increased proportion of abnormal seeds, and an uneven distribution of PSVs and oil bodies. To investigate if these phenotypes were contributed by the same transcriptome responses, we performed a GO functional and KEGG pathway enrichment analysis of differential expression genes (DEGs) in *lon1-2*, *atg5-1*, and *lon1-2atg5-1* (Figure 6 and Figures S3–S5).

We found that 166 genes were significantly downregulated (FC < 1.5^−1^, *p* > 0.05) in all three mutant lines (Supplementary Data S4). It is noticeable that a significant enrichment of biosynthetic pathways and homeostasis was related to BRs and their precursors (squalene, triterpenoid, and sterol) (Figure 6A,B). 

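Of these 166 genes, 142 passed the filter on low counts in the 6 libraries. 131 of them were lower in *lon1-2atg5-1* than in *atg5-1*, with a median log2 fold change of -1.16 (adjusted p = 3.75e-18 from camera, over 10 lists). 94 were significantly lower and 0 higher at an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 95 passed when adjusted over the list alone. The study chose the list with these libraries, so neither count is independent evidence. The median moved most with limma on log2(FPKM + 1) and no filter on low values, to -0.52, and ranged from -1.38 to -1.13 with each library left out.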

BRs are widely present in the plant kingdom, and different types of BRs have been detected in both lower and higher plants [32], playing a crucial regulatory role, especially in embryo development, seed size, quality, and shape [33]. Analyzing the genes that are commonly downregulated in the three mutant lines collectively offers the advantage of clearly identifying the genes commonly downregulated across the mutants, thereby elucidating those involved in BR biosynthesis and homeostasis. Genes involved in BR biosynthesis include a series of Cytochrome P450 family members (*CYP87A2*, *CYP702A6*, *CYP716A1*, *MAB16.8*, *CYP716A2*, *CYP708A2*), as well as genes involved in BR precursor biosynthesis such as *BAS*, *PEN3*, *MRN1*, and *THAS1*, all of which are significantly downregulated in *lon1-2*, *atg5-1*, and *lon1-2atg5-1*. Similarly, genes related to BR homeostasis regulation, *BIA1/ABS1* and *BIA2*, show the same transcriptional levels, except for *BIA1* in *atg5-1* (Figure 6C). 

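Differences between *lon1-2atg5-1* and *atg5-1* in these genes are given as log2 fold changes with adjusted p-values from edgeR's quasi-likelihood test. CYP708A2 (AT5G48000) and THAS1 (AT5G48010) are neighbours on chromosome 5 of TAIR10.1, from 19444103 to 19447866 and from 19456837 to 19461706. CYP708A2 had 1271 ± 115 normalized counts in *atg5-1* and 166 ± 9.78 in *lon1-2atg5-1* (SD, n = 3 each), a change of -2.93 (standard error 0.092, adjusted p = 1.53e-06). Parts of its exons match 3 other genes at 90% identity or more over 100 bp. THAS1 fell from 1663 ± 243 to 217 ± 18.2, a change of -2.94 (standard error 0.12, adjusted p = 3.97e-06). CYP702A6 (AT4G15396) changed by -2.42 (standard error 0.30, adjusted p = 0.000329), from 39, 41 and 40 counts to 11, 5 and 6, and its exons match AT4G15393 at 90.3% identity. CYP87A2 (AT1G12740) changed by -1.45 and BAS (AT1G78950) by -1.39, with standard errors of 0.23 and 0.21. CYP716A1 (AT5G36110) had 19, 23 and 24 against 9, 3 and 8 counts, a change of -1.70 (standard error 0.37, adjusted p = 0.00535), and shares sequence with MAB16.8. MRN1 (AT5G42600) changed by -0.97 (standard error 0.35, adjusted p = 0.0479). It was not significant without *atg5-1* replicate 2 or 3 or without *lon1-2atg5-1* replicate 2 or 3, with values from -1.04 to -0.66. PEN3 (AT5G36150) was not significantly different, at -0.41 (standard error 0.53, adjusted p = 0.540), with 17, 13 and 5 counts in *atg5-1* and 5, 14 and 7 in *lon1-2atg5-1*. Its value ranged from -0.96 to -0.073 with one library left out. MAB16.8 (AT5G36130) had 4, 4 and 5 against 6, 1 and 6 counts, and CYP716A2 (AT5G36140) had 6, 5 and 4 against 4, 1 and 1. Both were below the filter on low counts, so no result is given for either and a difference stays open.

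**Figure D3:**
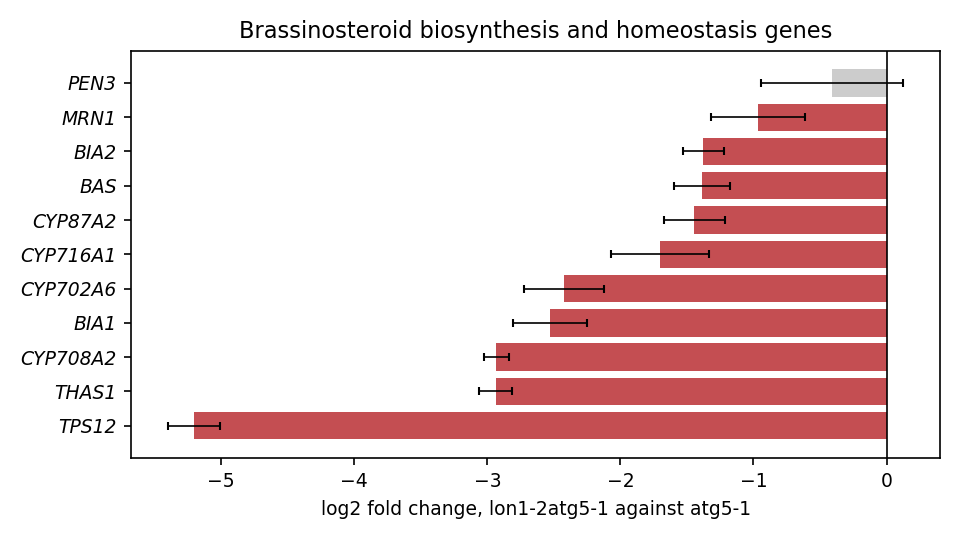
Log2 fold change in *lon1-2atg5-1* against *atg5-1* of the 11 genes of Figure 6C that were tested. Bars are values and error bars are standard errors; PEN3, in grey, has an adjusted p over 0.05. All 11 genes are lower in *lon1-2atg5-1*.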

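BIA1 (AT4G15400), on chromosome 4 from 8811917 to 8813593 of TAIR10.1, had 70, 84 and 79 counts in the *atg5-1* libraries and 20, 9 and 11 in the *lon1-2atg5-1* libraries. This is a log2 fold change of -2.53 (standard error 0.28, adjusted p = 0.000184) by edgeR's quasi-likelihood test. BIA2 (AT5G47950), on chromosome 5 from 19417020 to 19418657, had 162, 144 and 126 and 49, 59 and 57 counts, a log2 fold change of -1.38 (standard error 0.15, adjusted p = 0.000191) by the same test. Every *lon1-2atg5-1* library was below every *atg5-1* library for both genes.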

Overall, as a key plant hormone regulating seed development, genes involved in BR biosynthesis and homeostasis are significantly downregulated in all mutant types, which can contribute to the seed and embryo development deficiency phenotype in these three mutant types.

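Of the 13 genes of Figure 6C, 11 passed the filter on low counts, and all 11 were lower in *lon1-2atg5-1* than in *atg5-1*. Their median log2 fold change was -1.70 (adjusted p = 1.18e-12 from camera, over 10 lists, and 0.00821 with the correlation estimated from these libraries). 10 passed an adjusted p of 0.05 by edgeR's quasi-likelihood test, over all genes and when adjusted over the list alone. With no filter on low counts, 12 of the 13 genes were lower and 1 higher, with a median of -1.44. The largest change was in TPS12 (AT4G13280), a terpene synthase gene on chromosome 4 from 7733114 to 7736745 of TAIR10.1, with 221, 209 and 249 counts in *atg5-1* and 5, 6 and 7 in *lon1-2atg5-1*. Its log2 fold change was -5.20 (standard error 0.20). TPS12 overlaps AT4G13270 on the opposite strand and matches AT4G13300 at 93.5% identity. The study chose these genes with the same libraries, so the list is not independent evidence. These values give the further fall in *lon1-2atg5-1* below *atg5-1*, not the fall of either below *Col-0*. They are transcript levels, not brassinosteroid levels, and the grouping of these genes is the paper's. From the lower transcript levels in the mutants, the paper proposes that reduced BR biosynthesis contributes to the defects in seeds and embryos.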

In addition to the obvious common downregulation of BR biosynthesis and homeostasis, we found that genes in the cell wall were commonly upregulated in both *lon1-2* and *atg5-1* (Figure S3, Supplementary Data S5). 

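Supplementary Data S5 annotates 11 of its genes to the cell wall. Between *lon1-2atg5-1* and *atg5-1*, 6 of these were higher and 5 lower, and 5 and 3 of them significantly so by edgeR's quasi-likelihood test. The highest, T1P17.90 (AT4G12500), had 57.0 ± 9.69 normalized counts in *atg5-1* and 773 ± 75.1 in *lon1-2atg5-1* (SD, n = 3 each), a log2 fold change of 3.76 (standard error 0.13). AT2G26440, a pectin methylesterase gene, and HB1 (AT2G16060) were higher by 1.77 and 1.17 on the log2 scale. T15N1.140 (AT5G14650), which overlaps a gene on the opposite strand, and MFC16.10 (AT5G44440) were lower, at -1.13 and -1.25. AZI1 (AT4G12470), AP22.54 (AT4G36430) and SS3 (AT1G74000) were at 0.68, 0.95 and -0.49. LTP3 (AT5G59320), at 0.79, GASA5 (AT3G02885), at -0.19, and XTH8 (AT1G11545), with 973, 834 and 827 against 935, 886 and 793 counts, did not differ significantly (adjusted p = 0.128, 0.249 and 0.994). Without *lon1-2atg5-1* replicate 1, LTP3 was significant, at 1.05. Its values with one library left out ranged from 0.50 to 1.14.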

The common responses at the level of transcripts suggest dysfunctional Lon1 or autophagy shared specific feedback signaling. In contrast, we found that genes involved in endomembrane system organization, lytic vacuole, and cysteine-type endopeptidase activity were downregulated in *lon1-2* but upregulated in *atg5-1* (Figure S4, Supplementary Data S6). 

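The genes with these annotations that fall in *lon1-2* and rise in *atg5-1* are listed in Supplementary Data S7. All of them were significantly lower in *lon1-2atg5-1* than in *atg5-1* by edgeR's quasi-likelihood test. The study chose them for a rise in *atg5-1* with the same *atg5-1* libraries, so these tests are not independent evidence. For cysteine-type endopeptidase activity there were 4. CEP2 (AT3G48340), on chromosome 3 from 17897506 to 17899351 of TAIR10.1, had 1853 ± 195 normalized counts in *atg5-1* and 237 ± 39.2 in *lon1-2atg5-1* (SD, n = 3 each), a log2 fold change of -2.97 (standard error 0.13, adjusted p = 4.74e-06 from the same test). MC5 (AT1G79330) was at -2.55. GAMMA-VPE (AT4G32940) and DL4135W (AT4G16190), which carry the lytic vacuole annotation as well, were at -1.45 and -1.06. MC5, GAMMA-VPE and DL4135W each overlap a gene on the opposite strand. For endomembrane system organization, DMP2 (AT3G21550) was at -1.46 and MCL19.14 (AT5G46090), also with an overlap, at -3.84, from 168, 140 and 116 counts to 6, 12 and 11. Supplementary Data S6 holds 1 gene of cysteine-type endopeptidase activity, F10A12.10 (AT2G27420), which was higher in *lon1-2atg5-1*, at 0.94 (adjusted p = 0.0130), and part of which matches AT2G27395. It was not significant without *atg5-1* replicate 1 or without *atg5-1* replicate 2 (adjusted p = 0.0511 and 0.0505, in a range from 0.00169 to 0.0511 over all settings).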

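Among genes that rise in *lon1-2* and fall in *atg5-1*, as listed in Supplementary Data S6, ERF2 (AT5G47220) is the only gene that table annotates to the response to chitin. Figure S5 shows more genes for this term than the tables annotate, and which ones they are could not be identified. ERF2 lies on chromosome 5 from 19171643 to 19172956 of TAIR10.1 and encodes an ethylene response factor. Its counts were 189, 180 and 131 in *atg5-1* and 1109, 681 and 577 in *lon1-2atg5-1*, a log2 fold change of 2.25 (standard error 0.25, adjusted p = 0.000199 from edgeR's quasi-likelihood test). The list was chosen for a fall in *atg5-1* with the same *atg5-1* libraries, so this rise is not independent evidence. BRH1 (AT3G61460) and ZF3 (AT5G43170), the genes with this annotation in Supplementary Data S5, did not differ significantly, at 0.11 and 0.25 (adjusted p = 0.437 and 0.183 from the same test). Without *lon1-2atg5-1* replicate 3, BRH1 was significant, at 0.23, but without *lon1-2atg5-1* replicate 2 it was at 0.0035.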

Genes in response to chitin were only upregulated in *lon1-2* but downregulated in *atg5-1* (Figure S5, Supplementary Data S7). The contrasting responses observed at the transcript level could indicate Lon1- or autophagy-specific reactions that are contradictory to each other.

## 3. Discussion

### 3.1. Autophagic Flux Downregulation Likely Contributes to Increases in Relative Proportion of Mitochondrial Proteins to Maintain Steady Respiration in lon1 Mutant Lines

Transcriptome data showed that most autophagy core genes were downregulated in *lon1-2* (Figure 1A). The positive regulators of autophagy transcription factors *TGA1*, *TGA9*, and *TGA10*, which transcribe *ATG8B* and *ATG8E* [34], were significantly downregulated. This was further evidenced by a lower level of both GFP-ATG8a and free GFP in the *lon1* backgrounds (Figure 1B). This suggests core autophagy factors were downregulated at both the transcription and the protein level to downregulate autophagic flux in the *lon1* background. The relative proportion of vacuolar proteins displays a downregulation resembling that seen in autophagy mutants (Figure 2A), as reported by Li et al. [21]. This finding further strengthens the evidence supporting the downregulation of autophagic flux in *lon1* mutant lines. Autophagy degradation contributes to basal-level mitochondrial protein degradation and organelle degradation in response to stresses or during developmental stage transition [15,19,21]. Autophagy was found to be stimulated post-transcriptionally under mild and persistent UPR^er^ for either survival or programmed cell death [35,36] and also activated in the mitochondrial protease FtsH4 loss-of-function mutant which led to ROS overproduction and the early senescence phenotype [37]. Autophagy downregulation, however, was not reported hitherto. No obvious changes in gross respiration were observed in the photosynthetic and non-photosynthetic tissue of *lon1* mutant lines [38], in spite of its large-scale change in mitochondrial proteome and morphology. However, a pronounced upregulation of mitochondrial proteins was revealed in *lon1* lines (Figure 2). This was found to be contributed at least partially by the UPR^mt^ responses reported by us recently [20], evident by a moderate positive correlation between transcripts and their encoded protein abundance (Figure S2, Supplementary Data S3). In this study, we discovered a general downregulation of autophagic flux (Figure 1 and Figure 2), which can lower the degradation of mitochondria and potentially contribute to mitochondria accumulation observed in *lon1* mutant lines. *lon1* plants may derive benefits from increased levels of mitochondrial proteins, ensuring stable respiration rates and providing essential energy for growth and development. This hypothesis gains support from the observation that, despite a notable decrease in electron transport chain complexes, *lon1* mutant lines did not exhibit significant changes in gross respiration [38]. Meanwhile, the general reduction in autophagic flux cannot present the downregulation of the selective degradation of mitochondria by mitophagy. A targeted selective mitochondrial autophagic degradation assay in *lon1* mutant lines would help resolve this uncertainty in a future study. Moreover, we observed a clear upregulation of mitochondrial proteases at both the transcriptional and protein levels (Figure 2B and Figure 3B). This supports a distinct functional compensation effect from other mitochondrial proteases, in addition to the unfolded protein response reported recently by us [20]. Taken together, the compensatory effect from the upregulation of UPR target proteins and mitochondrial proteases, coupled with the downregulation of autophagic flux, can collectively contribute to maintaining mitochondrial protein homeostasis in the context of an increase in the relative proportion of mitochondria in the absence of functional Lon1.

### 3.2. Unveiling the Role of Lon1 and Autophagy in BR Biosynthesis and Seed Development

Autophagy plays a crucial role in nutrient recycling, particularly in seed development in plants, and contributes to nitrogen reactivation at the whole-plant level. Compared to wild-type (WT) plants, autophagy mutants display abnormal carbon and nitrogen content in seeds. The *Arabidopsis atg5* mutant displays several typical phenotypes observed in other autophagy mutants, such as smaller rosette leaf size, heightened sensitivity to nitrogen and carbon starvation, decreased yield, and developmental abnormalities in seeds [39]. The disparity in seed quality between autophagy mutants and wild-type (WT) plants may stem from the significant impact of autophagy mutations on carbon and nitrogen metabolism, including processes like photosynthesis and nitrogen reactivation [40]. In comparison to WT, *atg5* seeds demonstrate premature browning and a higher incidence of seed abortion. These observations suggest an accelerated seed development in *atg5*, accompanied by an aberrant or incomplete pathway for protein storage deposition [41]. In this study, we observed poor seed and embryo development, as well as an uneven distribution of PSVs and oil bodies, which were common phenomena in the *lon1-2*, *atg5-1*, and *lon1-2atg5-1* mutants (Figure 4 and Figure 5). Moreover, these phenotypes were exacerbated in the double mutants, indicating an additive effect of both parental lines.

Subsequently, we analyzed the transcriptome results to identify commonalities among them. Through a GO and KEGG enrichment analysis of genes significantly downregulated in all three mutants, the results consistently pointed to BR as the plant hormone involved. The biosynthesis and signal transduction of BRs have been shown to regulate various aspects of seed development, including seed size, number, germination, and composition in rice [42]. BRs play a crucial role in determining the size, quality, and shape of *Arabidopsis* seeds. Specifically, BRs regulate seed size and shape by modulating specific seed development pathways at the transcriptional level. Seeds of the BR-deficient mutant de-etiolated2 (*det2*) are characterized by being smaller, less elongated, exhibiting delayed embryonic development, and having reduced embryo cell size and number compared to seeds of wild-type plants [33]. The specific genes enriched included several genes from the P450 family involved in biosynthesis, as well as genes such as *BAS*, *PEN3*, *MRN1*, and *THAS1* linked with BR precursor synthesis. Additionally, genes engaged in homeostasis regulation such as *BIA1* and *BIA2* were significantly downregulated in all three mutants (Figure 6). The catalytic enzymes involved in crucial steps of BR biosynthesis have been mostly elucidated, with the majority belonging to the cytochrome P450 family [43]. A shared downregulation of the BR biogenesis pathway implies the potential existence of a common mediator for situations where mitochondrial Lon1 degradation or autophagy degradation is impaired. Although a direct mechanistic link between the dysfunction of two degradation pathways and BR biosynthesis remains elusive, further investigations utilizing BR biosynthesis mutants or overexpression mutant lines, in conjunction with BR treatment in associated mutant lines, may shed light on the missing connection between the downregulation of BR biosynthesis and the phenotype formation in *lon1*, *atg5*, and their double mutant.

## 4. Materials and Methods

### 4.1. Preparation of Arabidopsis Plants

*Arabidopsis* (Columbia-0 ecotype) was cultivated in soil under a 16/8 h light/dark cycle at room temperature (18–22 °C), with a light intensity of 120–150 µmol/m^2^. *Arabidopsis* mutant lines, including the *lon1-1* point mutation (AT5G26860, site 809 termination) and the T-DNA insertion mutant *lon1-2* (AT5G26860, SALK_012797), T-DNA insertion mutants *atg5-1* (AT5G17290, SAIL_129_B07), and the double mutant lines were grown under the same conditions as *Col-0*. The *Arabidopsis* stable transformation line *pATG8A:GFP-ATG8A* which used the ATG8A native promoter [22] was used for autophagic flux assay in both *Col-0* and *lon1* mutant lines. Two generations of hygromycin resistance screening were performed to introduce homogenous *pATG8A:GFP-ATG8A* into the *lon1* genetic background.

### 4.2. Protein Sample Extraction

Snap-freeze 100–250 mg of tissue in liquid nitrogen, and grind using a mortar and pestle (2–8 mg protein from 250 mg fresh weight of tissue). Transfer the ground tissue to 2 mL Eppendorf tubes sitting in liquid nitrogen. Add 400 μL of extraction buffer, and vortex vigorously. The mixture should have a slurry consistency; add a little more extraction buffer, vortex, place tubes on their side, and rock on ice for 10 min. Centrifuge at 10,000× *g* for 5 min at 4 °C, then move the supernatant to new tubes, and discard the pellet. To the supernatant, add 800 μL of methanol, vortex, then add 200 μL of chloroform, vortex, and finally add 500 μL of ddH_2_O, vortex. Centrifuge for 5 min at 10,000× *g* at 4 °C. Discard the upper aqueous phase carefully so as to not remove the protein layer at the interface. Add 500 μL of methanol, vortex, and centrifuge for 10 min at 9000× *g* at 4 °C. Discard the supernatant. Add 1 mL of pre-cooled (−20 °C) 90% [*v*/*v*] acetone to the resulting pellet, vortex vigorously, and incubate for 1 h at −20 °C. Centrifuge for ten minutes at 14,000× *g* at 4 °C. Repeat this step by adding another 1 mL of pre-cooled (−20 °C) 90% [*v*/*v*] acetone to the resulting pellet, vortexing vigorously and incubating for 1 h at −20 °C. Centrifuge again for ten minutes at 14,000× *g* at 4 °C. Discard the supernatant. Dry the pellet in a fume hood; reverse the tube for about 5–10 min until no visible liquid remains in the tube. Resuspend the pellet, or alternatively, store the pellet in a −80 °C freezer.

### 4.3. Label-Free Quantification by Mass Spectrometry

A total of 30 μg of root protein isolated from *Col-0* and *lon1* mutant lines was dissolved in a resuspension buffer containing 7 M Urea, 2 M Thiourea, 50 mM NH_4_CO_3_, and 10 mM DTT. The proteins were subjected to in-solution digestion using trypsin. Tryptic peptides resulting from these in-solution digestions were dehydrated using a centrifugal vacuum concentrator (Labconco, Kansas city, MO, USA). C18 spin columns Empore321069D (Sigma-Aldrich, St. Louis, MO, USA) were employed for desalting prior to LC-MS/MS analysis. An LC-MS/MS analysis was conducted using a Dionex Ultimate 3000 nano-HPLC system coupled with an Orbitrap Exploris 240 mass spectrometer (Thermo Fisher Scientific, Wilmington, DE, USA). The dry samples were processed in a speed vacuum and then resuspended in 0.1% formic acid (FA) to achieve a concentration of 1 µg/μL, making them ready for mass spectrometry analysis. EASY-Spray columns (50 μm i.d. × 15 cm and 75 μm i.d. × 50 cm) were packed in-house with 2 μm Acclaim PepMap RSLC C18 beads (Thermo Fisher Scientific, Wilmington, DE, USA). The LC-MS/MS analysis followed a gradient profile delivered at 300 nL/min: starting at 97% solvent A (0.1% formic acid in water) and transitioning to 10% solvent B (0.08% formic acid in 80% acetonitrile) over 5 min, followed by a transition from 10% to 50% solvent B over 2 h.

The raw data processing and database searches were conducted using Proteome Discoverer software 2.4 from Thermo Fisher Scientific. To match peptide fragments generated by mass spectrometry, the *Arabidopsis* database TAIR10 from the *Arabidopsis* Information Resource (TAIR) was utilized. PD Search parameters included a strict false discovery rate (FDR) of less than 0.01 and a relaxed FDR of less than 0.05. Static modifications involved carbamidomethyl (Cys), while dynamic modifications included methionine oxidation, protein N-terminal acetylation (for Arg, His, Ser, Thr, Tyr), and phosphorylation (for Asp, Glu, His, Lys, Arg, Ser, Thr), with a maximum allowance of 2 missed cleavage sites. Error tolerances for mass spectrometry (MS) were set at 10 ppm, and for MS/MS, they were set at 0.02 Da.

### 4.4. Total RNA Deep Sequencing

Total RNA was extracted from ten-day-old *Arabidopsis* seedlings grown on plates under long-day conditions using the Ambion mirVana miRNA Isolation Kit (Thermo Fisher Scientific, Wilmington, DE, USA), following the manufacturer’s protocol. The quality of the RNA was assessed using the Agilent 2100 Bioanalyzer from Agilent Technologies, Santa Clara, CA, USA. Transcriptome sequencing and analysis were performed by OE Biotech Co., Ltd. in Shanghai, China. Samples with an RNA Integrity Number (RIN) of 7 or higher were selected for subsequent analysis. Library construction was carried out using the TruSeq Stranded mRNA LT Sample Prep Kit from Illumina, San Diego, CA, USA, following the manufacturer’s instructions. These libraries were then sequenced on the DNBSEQ-T7 Illumina sequencing platform (Illumina, San Diego, CA, USA), generating 125 bp/150 bp paired-end reads.

The raw data (raw reads) underwent processing using Trimmomatic (version 0.36). This involved the removal of reads containing poly-N sequences and low-quality reads to obtain clean reads. Subsequently, the clean reads were aligned to the reference genome using hisat2 (version 2.2.1.0). The Fragments Per Kilobase of transcript per Million mapped reads (FPKM) value for each gene was calculated using cufflinks [44], and the read counts for each gene were obtained using htseq-count [45]. Differentially Expressed Genes (DEGs) were identified with the DESeq R package (version 2.8), employing functions such as “estimate Size Factors” and “nbinomTest”. A significance threshold was set with a *p*-value less than 0.05 and a fold change greater than 1.5. To explore gene expression patterns, a hierarchical cluster analysis of DEGs was performed. Gene Ontology (GO) enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses of DEGs were conducted using R, based on the hypergeometric distribution.

### 4.5. RNA Extraction and Q-PCR Analysis

Ten-day-old seedlings from *Col-0* and two *lon1* mutant lines, grown under long-day conditions, were collected for RNA extraction. The collected seedlings, approximately 0.1 g in weight, were rapidly frozen in liquid nitrogen and then ground into a fine powder using 2 mm beads and a homogenizer. RNA was extracted using the TaKaRa (9769) MiniBEST Plant RNA Extraction Kit (Shiga, Japan), following the manufacturer’s instructions. For cDNA synthesis, 500 ng of RNA was utilized, employing the TSINGKE (TSK302M) Goldenstar™ RT6 cDNA Synthesis Kit Ver.2 (Beijing, China). Transcripts of selected genes were quantified using TaKaRa (RR420A) TB Green^®^ Premix Ex Taq™ (Tli RNaseH Plus) (Shiga, Japan) and the Realplex2 system from Eppendorf (Hamburg, Germany). The Q-PCR data were normalized to housekeeping genes, specifically *UBQ10*, before making comparisons across different ecotypes. All primers used for Q-PCR analyses are listed in Supplementary Data S8.

### 4.6. Autophagic Degradation Assay by Western Blotting

Ten-day-old plate-grown *Arabidopsis* seedlings were harvested and homogenized in liquid nitrogen to a fine powder. Total proteins were extracted with a protein extraction buffer (1 M Tris pH 8.0, 5% SDS, 20% glycerol, 10% β-mercaptoethanol, 1% protease inhibitors cocktail). Protein samples in the extraction buffer were centrifuged at 12,000× *g* for 30 min to precipitate insoluble material. The concentration of total protein in the supernatant was determined using Amidoblack (Biotopped, Beijing, China). A total of 30 µg of proteins was separated by SDS-PAGE. Proteins were transferred to a PVDF membrane and incubated in a mouse polyclonal antibody against GFP (antibody, UM3002). A goat anti-mouse antibody (HRP) ZSGB-BIO, ZB-2305 (Beijing, China) was used for visualization.

### 4.7. Visualization of Embryo, PSV, and Oil Body Using Microscopy

To visualize embryos, begin by harvesting siliques from *Arabidopsis thaliana* plants after the flowers have wilted. Carefully open the siliques using forceps and a needle attached to a syringe. Extract the seeds and immerse them in a clearing agent. Allow the seeds to soak at room temperature overnight, adjusting the duration based on their developmental stage and seed color (typically 12 h for white seeds and over 24 h for green seeds). Once the seeds become fully transparent, photograph them under a high-resolution upright microscope, preferably using DIC mode for the optimal visualization of colorless transparent objects and achieving a realistic three-dimensional relief effect.

To visualize protein storage vacuoles (PSVs), utilize autofluorescence in dissected dry seeds following water absorption. Acquire autofluorescence images of the seeds using a Leica TCS SP5 scanning confocal microscope (Wetzlar, Germany), employing 488-nanometer light and filters ranging from 500 to 550 nanometers. Process the acquired images using Leica DM6000 CFS software (https://w2.uib.no/filearchive/leica-dm6000-cfs.pdf, accessed on 11 May 2024), converting them into TIFF files for further analysis and presentation. For observing oil bodies, extract embryos onto a coverslip after the dry seeds have absorbed water. Stain the embryos with Nile red stain solution prepared at a concentration of 1 μg/mL in anhydrous methanol, ensuring staining occurs in darkness for at least 20 min. Rinse the stained embryos with distilled water multiple times and proceed to observe the oil bodies. Utilize a Leica TCS SP5 scanning confocal microscope, employing 561-nanometer light and filters ranging from 560 to 630 nanometers for optimal image capture. Process the obtained images using Leica DM6000 CFS software, converting them into TIFF files for analysis and presentation purposes.

## 5. Conclusions

This study delved into the regulation of autophagy in the *Arabidopsis* Lon1 knockout mutants. Our findings unveiled a notable downregulation of core autophagy genes, leading to a decrease in autophagic flux in the Lon1 mutants. This downregulation of autophagic flux potentially contributes to an increase in the relative proportion of mitochondrial proteins, which is crucial for maintaining steady respiration in plant cells. Furthermore, we discovered that the mitochondrial unfolded protein response in the Lon1 mutant is not driven by decreased autophagic flux. The generation of a double mutant (*lon1-2atg5-1*) exhibited a combined phenotype of the single mutants, supporting the independent yet potentially interconnected roles of Lon1 and autophagy in plant development. Both single mutants and the double mutant displayed abnormal seed development and reduced seed number. Transcriptome analysis identified a significant suppression of genes associated with brassinosteroid (BR) biosynthesis and homeostasis in all three mutant lines, potentially contributing to the observed seed and embryo developmental defects. These findings collectively suggest that while the mitochondrial protease Lon1 and autophagy function independently in phenotype formation and transcriptome responses, the two degradation pathways can interact to maintain mitochondrial protein homeostasis.

## Figures and Tables

**Figure 1:**
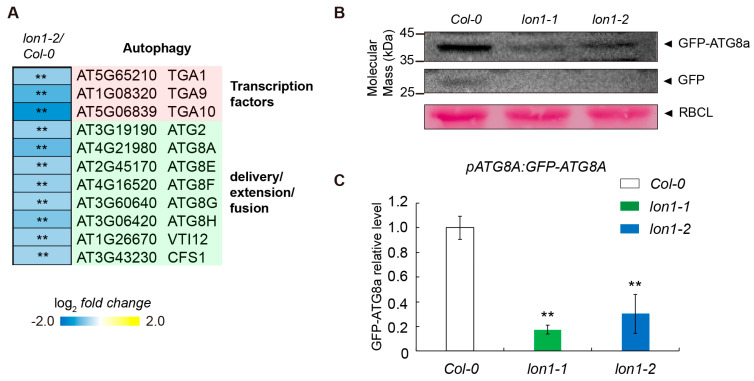
The disruption of *Arabidopsis* Lon1 downregulates autophagic flux by reducing the expression of autophagy core genes. (**A**) Log-transformed fold changes in the transcript levels of genes encoding transcription factors (*TGA1*, *TGA9*, and *TGA10*), autophagy core proteins involved in autophagy membrane delivery (*ATG2*), phagophore extension (*ATG8A*, *E*, *F*, and *G*), and tonoplast fusion (*VTI12* and *CFS1*) are presented. All displayed genes exhibit a significant decrease (FC < 1.5^−1^, *p* < 0.05, Student’s *t*-test) in *lon1-2* compared with *Col-0*. (**B**,**C**) Autophagic flux assay in 7-day-old seedlings measured by Western blotting, represented by the difference in GFP-ATG8 between *Col-0* and *lon1* mutants. The GFP-ATG8 relative protein level in *lon1* mutant lines was acquired by normalizing to *Col-0*. Ponceau staining serves as a control for equal protein loading. Error bars represent standard deviations from three biological replicates. Statistical significance was determined using Student’s *t*-test (** indicates *p* < 0.01).

**Figure 2:**
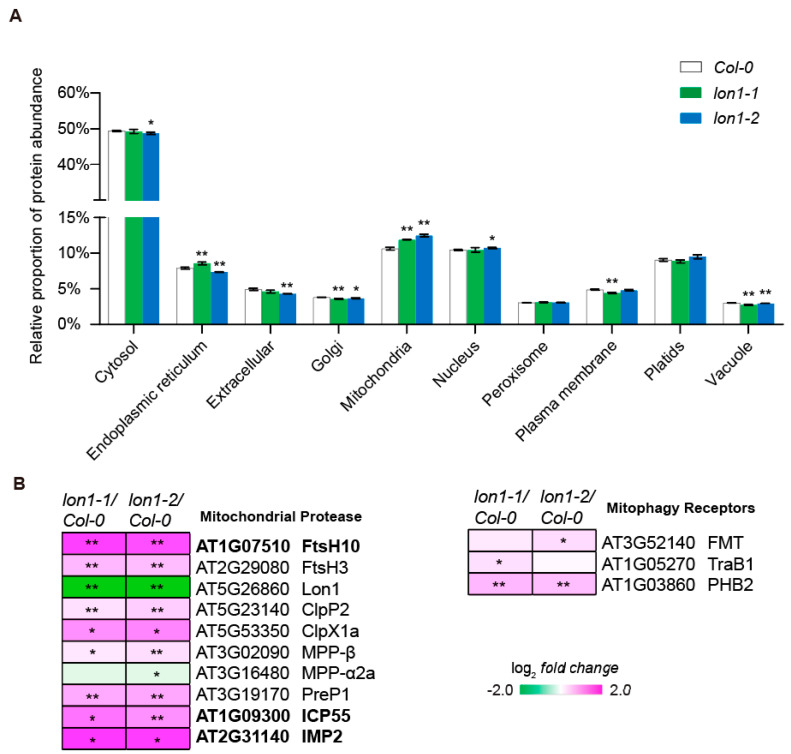
Lon1 loss of function modulates relative proportion of proteins in cellular compartments. (**A**) Relative proportion of proteins in different subcellular compartments obtained by label-free quantification (LFQ) mass spectrometry analysis using root total proteins extracted from ten-day-old *Col-0* and *lon1* lines. Error bars represent standard deviations from three biological replicates. Statistical significance was determined using Student’s *t*-test (* indicates *p* < 0.05, ** indicates *p* < 0.01). (**B**) Log-transformed fold changes in protein abundance of mitochondrial proteases and mitophagy-associated proteins in *lon1* mutants compared with *Col-0* (* indicates *p* < 0.05, ** indicates *p* < 0.01). Proteins with fold changes greater than 2 in *lon1* lines are highlighted in bold fonts.

**Figure 3:**
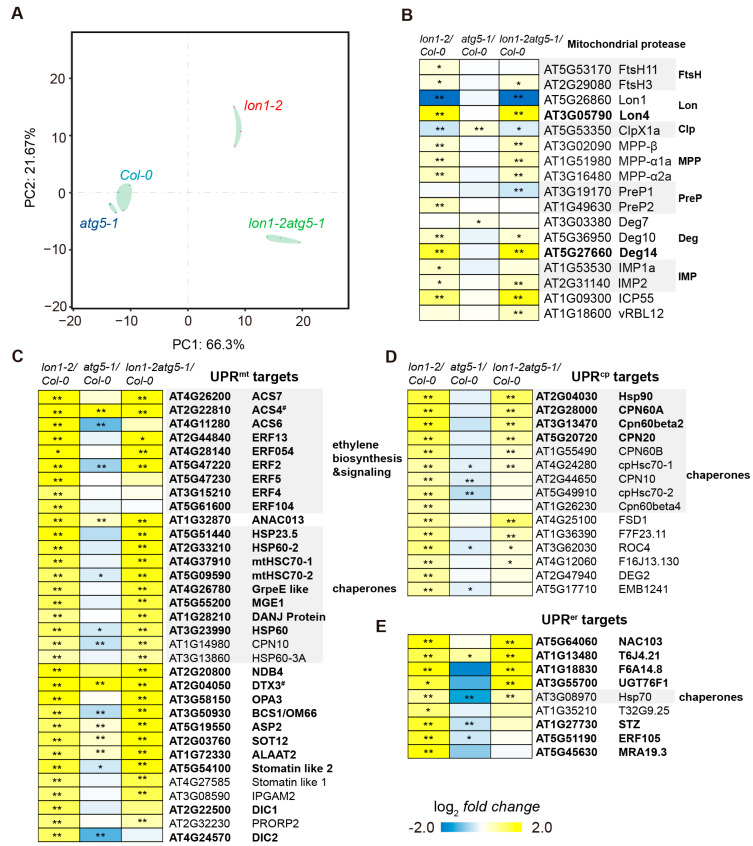
RNA deep sequencing reveals independent changes in transcript levels between *lon1-2* and *atg5* mutant lines. (**A**) Principal component analysis (PCA) performed using RNA deep sequencing data from *Col-0*, *atg5-1*, *lon1-2*, and *lon1-2atg5-1*. (**B**) Log-transformed fold changes in transcript levels of mitochondrial proteases in mutant lines compared with *Col-0* are presented. (**C**–**E**) Log-transformed fold changes in transcript levels showing statistically significant induction (FC > 1.5, *p* < 0.05) in *lon1-2* for mitochondrial unfolded protein responses, including UPR^mt^ [26,27], UPR^cp^ [28], and UPR^er^ [29] target genes that are extracted and presented. Transcripts with fold changes greater than 2 in *lon1-2* are highlighted in bold. The symbol # denotes transcripts with fold changes greater than 2 in *lon1-2*, *atg5-1*, and *lon1-2atg5-1*. Genes encoding mitochondrial proteases, ethylene biosynthesis and signaling proteins, and chaperones are annotated. Blue-yellow color gradient represents the log_2_*FC* values between mutants and *Col-0*. * indicate *p* < 0.05, ** indicate *p* < 0.01.

**Figure 4:**
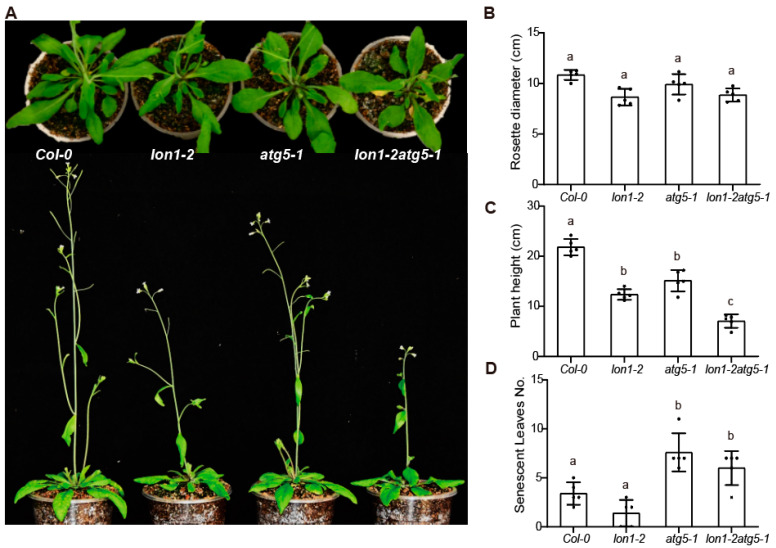
*lon1-2atg5-1* double mutant exhibits additive growth phenotype compared to single mutants. (**A**) Presentation of five-week-old soil-grown *Arabidopsis* plants of *Col-0*, *lon1-2*, *atg5*, and *lon1-2atg5*. (**B**–**D**) Measurement and presentation of rosette diameter, plant height, and numbers of senescent leaves as column graphs. Error bars indicate standard deviation across five biological replicates. Different letters in grouping of different lines indicate statistically significant differences based on one-way ANOVA test. The dots represent biological replicates.

**Figure 5:**
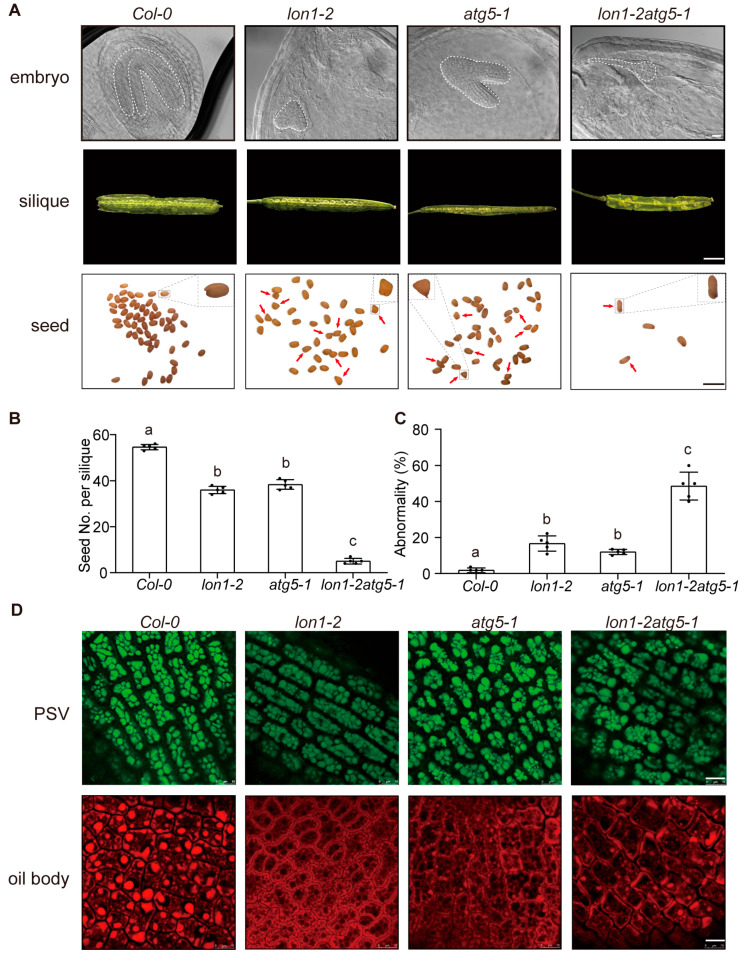
*lon1-2atg5-1* double mutant displays increased severity in abnormal seed development and nutrient storage. (**A**) Observations reveal embryo development retardation, reduction in number of seeds per silique, and seed shape changes in *lon1-2*, *atg5*, and *lon1-2atg5* compared with *Col-0*. Red arrows indicate abnormal seeds. Scale bar indicates 20 μm for embryos, 2 mm for siliques, and 1 mm for seeds. (**B**,**C**) Number of seeds per silique and abnormality in seed shape are displayed for *Col-0* and mutant lines. Different letters in grouping of different lines indicate statistically significant differences determined by one-way ANOVA. The dots represent biological replicates. (**D**) Observation of protein storage vacuoles (PSVs) with autofluorescence and Nile red-stained oil bodies in cotyledons using fluorescence confocal microscopy. Scale bar indicates 10 μm.

**Figure 6:**
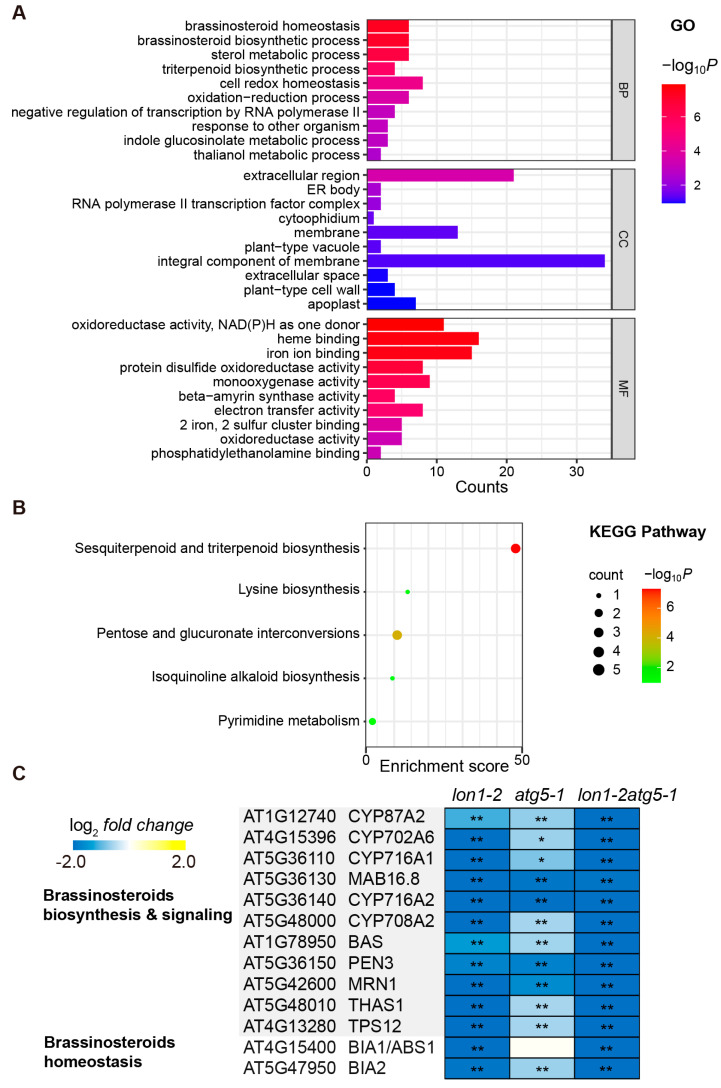
Commonly downregulated genes in *lon1-2*, *atg5-1*, and *lon1-2atg5-1* are enriched with the brassinosteroid biosynthesis pathway. (**A**) A total of 166 genes were commonly downregulated in *lon1-2*, *atg5-1*, and *lon1-2atg5-1* and were subjected to an enrichment of Gene Ontology (GO) analysis. The horizontal bars represent the counts for biological processes (BPs), cell compartments (CCs), and molecular functions (MFs), while the blue–red color bar indicates the range of Log-transformed *p* values. (**B**) The KEGG pathway enrichment analysis of downregulated genes in all three mutants. The size of the bubbles corresponds to the number of genes involved, while the green–red color bar indicates the range of Log-transformed *p* values. (**C**) Log-transformed fold changes in transcript levels for genes related to brassinosteroids in *lon1-2*, *atg5-1*, and *lon1-2atg5-1* (* indicates *p* < 0.05, and ** indicates *p* < 0.01).

## Data Availability

Project Name: *Arabidopsis* Lon1 disruption decreases autophagy flux affecting seed development through brassinosteroid regulation. Project accession: PXD050885. RNA-seq data GSE262650 accessed on 11 May 2024.

## Supplementary Materials

The supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms25105425/s1.

## References

[1] Dikic I. (2017). Proteasomal and Autophagic Degradation Systems. Annu. Rev. Biochem..

[2] Rigas S., Daras G., Tsitsekian D., Alatzas A., Hatzopoulos P. (2014). Evolution and significance of the Lon gene family in Arabidopsis organelle biogenesis and energy metabolism. Front. Plant Sci..

[3] Van Wijk K.J. (2015). Protein maturation and proteolysis in plant plastids, mitochondria, and peroxisomes. Annu. Rev. Plant Biol..

[4] Kirthika P., Lloren K.K.S., Jawalagatti V., Lee J.H. (2023). Structure, Substrate Specificity and Role of Lon Protease in Bacterial Pathogenesis and Survival. Int. J. Mol. Sci..

[5] Pinti M., Gibellini L., Nasi M., De Biasi S., Bortolotti C.A., Iannone A., Cossarizza A. (2016). Emerging role of Lon protease as a master regulator of mitochondrial functions. Biochim. Biophys. Acta (BBA)-Bioenerg..

[6] Tsitsekian D., Daras G., Alatzas A., Templalexis D., Hatzopoulos P., Rigas S. (2019). Comprehensive analysis of Lon proteases in plants highlights independent gene duplication events. J. Exp. Bot..

[7] Li L., Nelson C., Fenske R., Trosch J., Pruzinska A., Millar A.H., Huang S. (2017). Changes in specific protein degradation rates in Arabidopsis thaliana reveal multiple roles of Lon1 in mitochondrial protein homeostasis. Plant J..

[8] Bartel B., Farmer L.M., Rinaldi M.A., Young P.G., Danan C.H., Burkhart S.E. (2014). Mutation of the Arabidopsis LON2 peroxisomal protease enhances pexophagy. Autophagy.

[9] Marshall R.S., Vierstra R.D. (2018). Autophagy: The Master of Bulk and Selective Recycling. Annu. Rev. Plant Biol..

[10] Li F., Vierstra R.D. (2012). Autophagy: A multifaceted intracellular system for bulk and selective recycling. Trends Plant Sci..

[11] Furukawa K., Innokentev A., Kanki T. (2019). Regulatory Mechanisms of Mitochondrial Autophagy: Lessons from Yeast. Front. Plant Sci..

[12] Anding A.L., Baehrecke E.H. (2017). Cleaning House: Selective Autophagy of Organelles. Dev. Cell.

[13] Onishi M., Yamano K., Sato M., Matsuda N., Okamoto K. (2021). Molecular mechanisms and physiological functions of mitophagy. EMBO J..

[14] Li F., Chung T., Vierstra R.D. (2014). AUTOPHAGY-RELATED11 plays a critical role in general autophagy- and senescence-induced mitophagy in Arabidopsis. Plant Cell.

[15] Kacprzak S.M., Van Aken O. (2022). Carbon starvation, senescence and specific mitochondrial stresses, but not nitrogen starvation and general stresses, are major triggers for mitophagy in Arabidopsis. Autophagy.

[16] Duckney P., Li C., Hussey P.J., Wang P. (2023). TraB, a novel plant ER-mitochondrial contact site protein functions as a mitophagy receptor in plants. Autophagy.

[17] Li C., Duckney P., Zhang T., Fu Y., Li X., Kroon J., De Jaeger G., Cheng Y., Hussey P.J., Wang P. (2022). TraB family proteins are components of ER-mitochondrial contact sites and regulate ER-mitochondrial interactions and mitophagy. Nat. Commun..

[18] Yang C., Li X., Yang L., Chen S., Liao J., Li K., Zhou J., Shen W., Zhuang X., Bai M. (2023). A positive feedback regulation of SnRK1 signaling by autophagy in plants. Mol. Plant.

[19] Ma J., Liang Z., Zhao J., Wang P., Ma W., Mai K.K., Fernandez Andrade J.A., Zeng Y., Grujic N., Jiang L. (2021). Friendly mediates membrane depolarization-induced mitophagy in Arabidopsis. Curr. Biol..

[20] Song C., Li Y., Hou Y., Yang M., Li T., Liu Y., Xu C., Liu J., Millar A.H., Wang N. (2023). Protein aggregation in plant mitochondria inhibits translation and induces an NAC017-dependent ethylene-associated unfolded protein response. bioRxiv.

[21] Li L., Lee C.P., Ding X., Qin Y., Wijerathna-Yapa A., Broda M., Otegui M.S., Millar A.H. (2022). Defects in autophagy lead to selective in vivo changes in turnover of cytosolic and organelle proteins in Arabidopsis. Plant Cell.

[22] Luo L., Zhang P., Zhu R., Fu J., Su J., Zheng J., Wang Z., Wang D., Gong Q. (2017). Autophagy Is Rapidly Induced by Salt Stress and Is Required for Salt Tolerance in Arabidopsis. Front. Plant Sci..

[23] Hooper C.M., Castleden I.R., Tanz S.K., Aryamanesh N., Millar A.H. (2017). SUBA4: The interactive data analysis centre for Arabidopsis subcellular protein locations. Nucleic Acids Res..

[24] Duckney P.J., Wang P., Hussey P.J. (2024). Mitophagy in plants: Emerging regulators of mitochondrial targeting for selective autophagy. J. Microsc..

[25] Chung T., Phillips A.R., Vierstra R.D. (2010). ATG8 lipidation and ATG8-mediated autophagy in Arabidopsis require ATG12 expressed from the differentially controlled ATG12A AND ATG12B loci. Plant J..

[26] Tran H.C., Van Aken O. (2020). Mitochondrial unfolded protein-related responses across kingdoms: Similar problems, different regulators. Mitochondrion.

[27] Wang X., Auwerx J. (2017). Systems Phytohormone Responses to Mitochondrial Proteotoxic Stress. Mol. Cell.

[28] Dogra V., Duan J., Lee K.P., Kim C. (2019). Impaired PSII proteostasis triggers a UPR-like response in the var2 mutant of Arabidopsis. J. Exp. Bot..

[29] Kim J.S., Yamaguchi-Shinozaki K., Shinozaki K. (2018). ER-Anchored Transcription Factors bZIP17 and bZIP28 Regulate Root Elongation. Plant Physiol..

[30] Thompson A.R., Doelling J.H., Suttangkakul A., Vierstra R.D. (2005). Autophagic nutrient recycling in Arabidopsis directed by the ATG8 and ATG12 conjugation pathways. Plant Physiol..

[31] Rigas S., Daras G., Laxa M., Marathias N., Fasseas C., Sweetlove L.J., Hatzopoulos P. (2009). Role of Lon1 protease in post-germinative growth and maintenance of mitochondrial function in Arabidopsis thaliana. New Phytol..

[32] Yokota T., Ohnishi T., Shibata K., Asahina M., Nomura T., Fujita T., Ishizaki K., Kohchi T. (2017). Occurrence of brassinosteroids in non-flowering land plants, liverwort, moss, lycophyte and fern. Phytochemistry.

[33] Jiang W.B., Huang H.Y., Hu Y.W., Zhu S.W., Wang Z.Y., Lin W.H. (2013). Brassinosteroid regulates seed size and shape in Arabidopsis. Plant Physiol..

[34] Wang P., Nolan T.M., Yin Y., Bassham D.C.J.A. (2020). Identification of transcription factors that regulate ATG8 expression and autophagy in Arabidopsis. Autophagy.

[35] Liu J.X., Howell S.H. (2016). Managing the protein folding demands in the endoplasmic reticulum of plants. New Phytol..

[36] Srivastava R., Li Z., Russo G., Tang J., Bi R., Muppirala U., Chudalayandi S., Severin A., He M., Vaitkevicius S.I. (2018). Response to Persistent ER Stress in Plants: A Multiphasic Process That Transitions Cells from Prosurvival Activities to Cell Death. Plant Cell.

[37] Zhang J., Wei B., Yuan R., Wang J., Ding M., Chen Z., Yu H., Qin G. (2017). The Arabidopsis RING-Type E3 Ligase TEAR1 Controls Leaf Development by Targeting the TIE1 Transcriptional Repressor for Degradation. Plant Cell.

[38] Solheim C., Li L., Hatzopoulos P., Millar A.H. (2012). Loss of Lon1 in Arabidopsis changes the mitochondrial proteome leading to altered metabolite profiles and growth retardation without an accumulation of oxidative damage. Plant Physiol..

[39] Michaeli S., Galili G., Genschik P., Fernie A.R., Avin-Wittenberg T. (2016). Autophagy in Plants—What’s New on the Menu?. Trends Plant Sci..

[40] Masclaux-Daubresse C., Clement G., Anne P., Routaboul J.M., Guiboileau A., Soulay F., Shirasu K., Yoshimoto K. (2014). Stitching together the Multiple Dimensions of Autophagy Using Metabolomics and Transcriptomics Reveals Impacts on Metabolism, Development, and Plant Responses to the Environment in Arabidopsis. Plant Cell.

[41] Di Berardino J., Marmagne A., Berger A., Yoshimoto K., Cueff G., Chardon F., Masclaux-Daubresse C., Reisdorf-Cren M. (2018). Autophagy controls resource allocation and protein storage accumulation in Arabidopsis seeds. J. Exp. Bot..

[42] Xiong M., Feng G.-N., Gao Q., Zhang C.-Q., Li Q.-F., Liu Q.-Q. (2022). Brassinosteroid regulation in rice seed biology. Seed Biol..

[43] Wei Z., Li J. (2020). Regulation of Brassinosteroid Homeostasis in Higher Plants. Front. Plant Sci..

[44] Roberts A., Trapnell C., Donaghey J., Rinn J.L., Pachter L. (2011). Improving RNA-Seq expression estimates by correcting for fragment bias. Genome Biol..

[45] Anders S., Huber W.J.H. (2012). Differential Expression of RNA-Seq Data at the Gene Level—The DESeq Package.

# Supplementary material for: Lon1 Inactivation Downregulates Autophagic Flux and Brassinosteroid Biogenesis, Modulating Mitochondrial Proportion and Seed Development in Arabidopsis
**Source:** Int J Mol Sci. 2024 May 16;25(10):5425. doi: 10.3390/ijms25105425
**Supplement:** Supplementary file 1

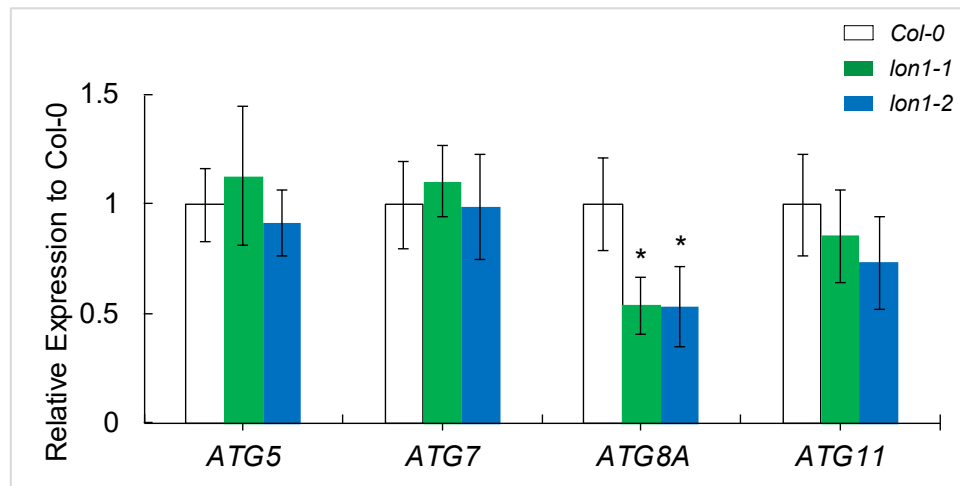

### Fig S1. RT-PCR validation of RNAseq data autophagy core genes

Quantitative real-time PCR (qRT-PCR) was conducted to assess the transcript levels of selected autophagy core genes (*ATG5*, *ATG7*, *ATG8A*, *ATG11*) in ten-day-old *Col-0*, *lon1-1*, and *lon1-2* mutant seedlings. Error bars represent standard deviations of four biological replicates. Statistical significance was determined using Student's T-test (\* indicates  $P < 0.05$ ). This supports Fig 1.

# Supplementary material for: Lon1 Inactivation Downregulates Autophagic Flux and Brassinosteroid Biogenesis, Modulating Mitochondrial Proportion and Seed Development in Arabidopsis
**Source:** Int J Mol Sci. 2024 May 16;25(10):5425. doi: 10.3390/ijms25105425
**Supplement:** Supplementary file 1

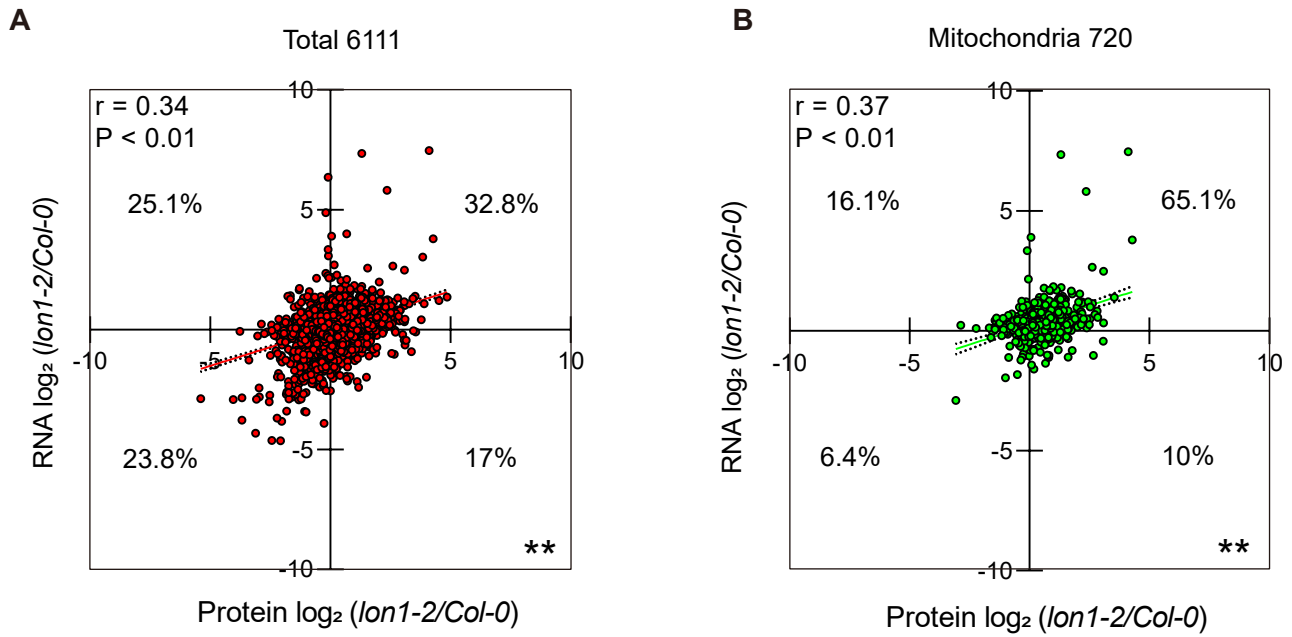

**Figure S2. Correlation graphs between transcriptomic and proteomic data in *lon1-2* compared with *Col-0*.**

**(A)** Dot plots visualizing log-transformed data of 6,111 genes for transcriptomic versus proteomic comparison in *lon1-2* mutant line compared with *Col-0*. **(B)** Dot plots visualizing log-transformed data of 720 mitochondrial genes for transcriptomic versus proteomic comparison in *lon1-2*. The numbers in the top left corner indicate the Pearson correlation coefficients. Statistical significance is denoted by \*\* for  $P < 0.01$ .

# Supplementary material for: Lon1 Inactivation Downregulates Autophagic Flux and Brassinosteroid Biogenesis, Modulating Mitochondrial Proportion and Seed Development in Arabidopsis
**Source:** Int J Mol Sci. 2024 May 16;25(10):5425. doi: 10.3390/ijms25105425
**Supplement:** Supplementary file 1

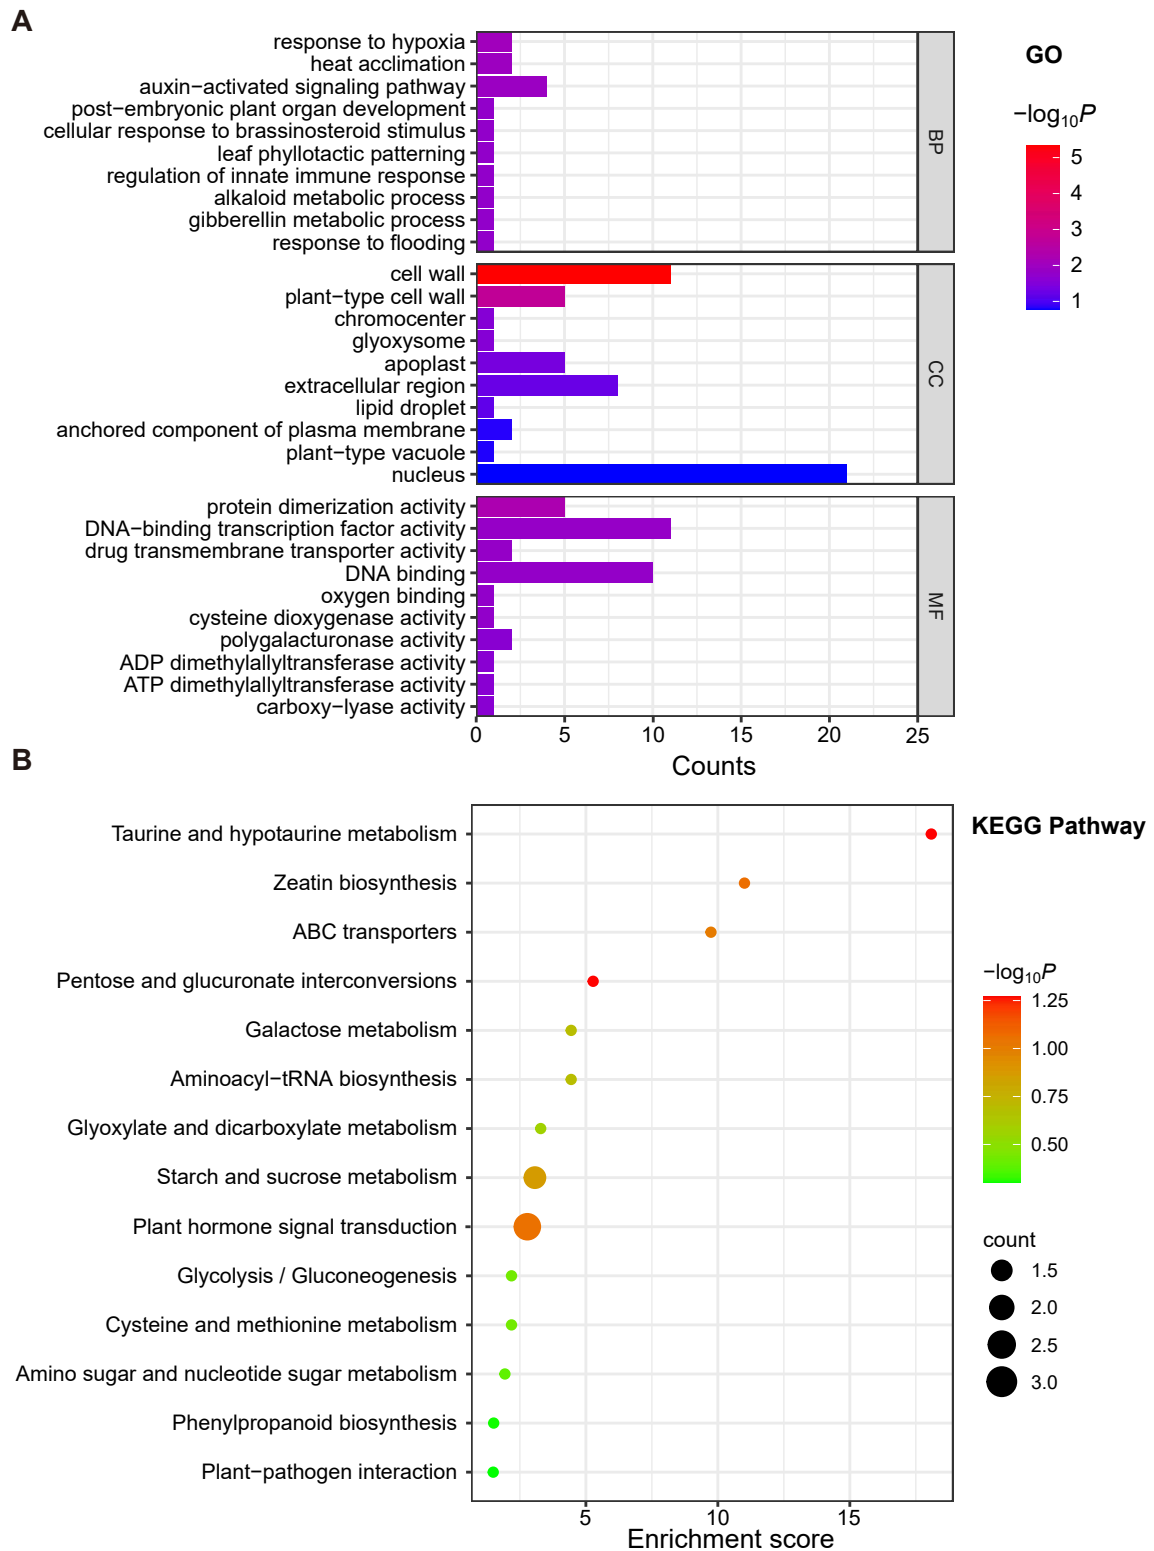

**Figure S3 Commonly up-regulated genes in *lon1-2*, *atg5-1* and *lon1-2atg5-1* are enriched with cell wall processes.**

(A) A total of 92 genes were commonly upregulated in *lon1-2*, *atg5-1*, and *lon1-2atg5-1*, and were subjected to Enrichment of Gene Ontology (GO). 

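In the 6 libraries, 91 of the 92 genes passed the filter on low counts. 64 were higher and 27 lower in *lon1-2atg5-1* than in *atg5-1*, a mixed list with a median log2 fold change of 0.34 (adjusted p = 2.88e-07 from camera, over 10 lists). 41 were significantly higher and 11 significantly lower by edgeR's quasi-likelihood test, 36 and 7 of them past a fold change of 1.5, and 52 passed when adjusted over the list alone. The list was chosen by the study with these libraries and is not independent evidence.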

The horizontal bars represent the counts for Biological Processes (BP), Cell Compartments (CC) and Molecular Functions (MF), while the blue-red color bar indicates the range of Log-transformed P values. (B) KEGG pathway enrichment analysis of down-regulated genes in all three mutants. The size of the bubbles corresponds to the number of genes involved, while the green-red color bar indicates the range of Log-transformed P values.

# Supplementary material for: Lon1 Inactivation Downregulates Autophagic Flux and Brassinosteroid Biogenesis, Modulating Mitochondrial Proportion and Seed Development in Arabidopsis
**Source:** Int J Mol Sci. 2024 May 16;25(10):5425. doi: 10.3390/ijms25105425
**Supplement:** Supplementary file 1

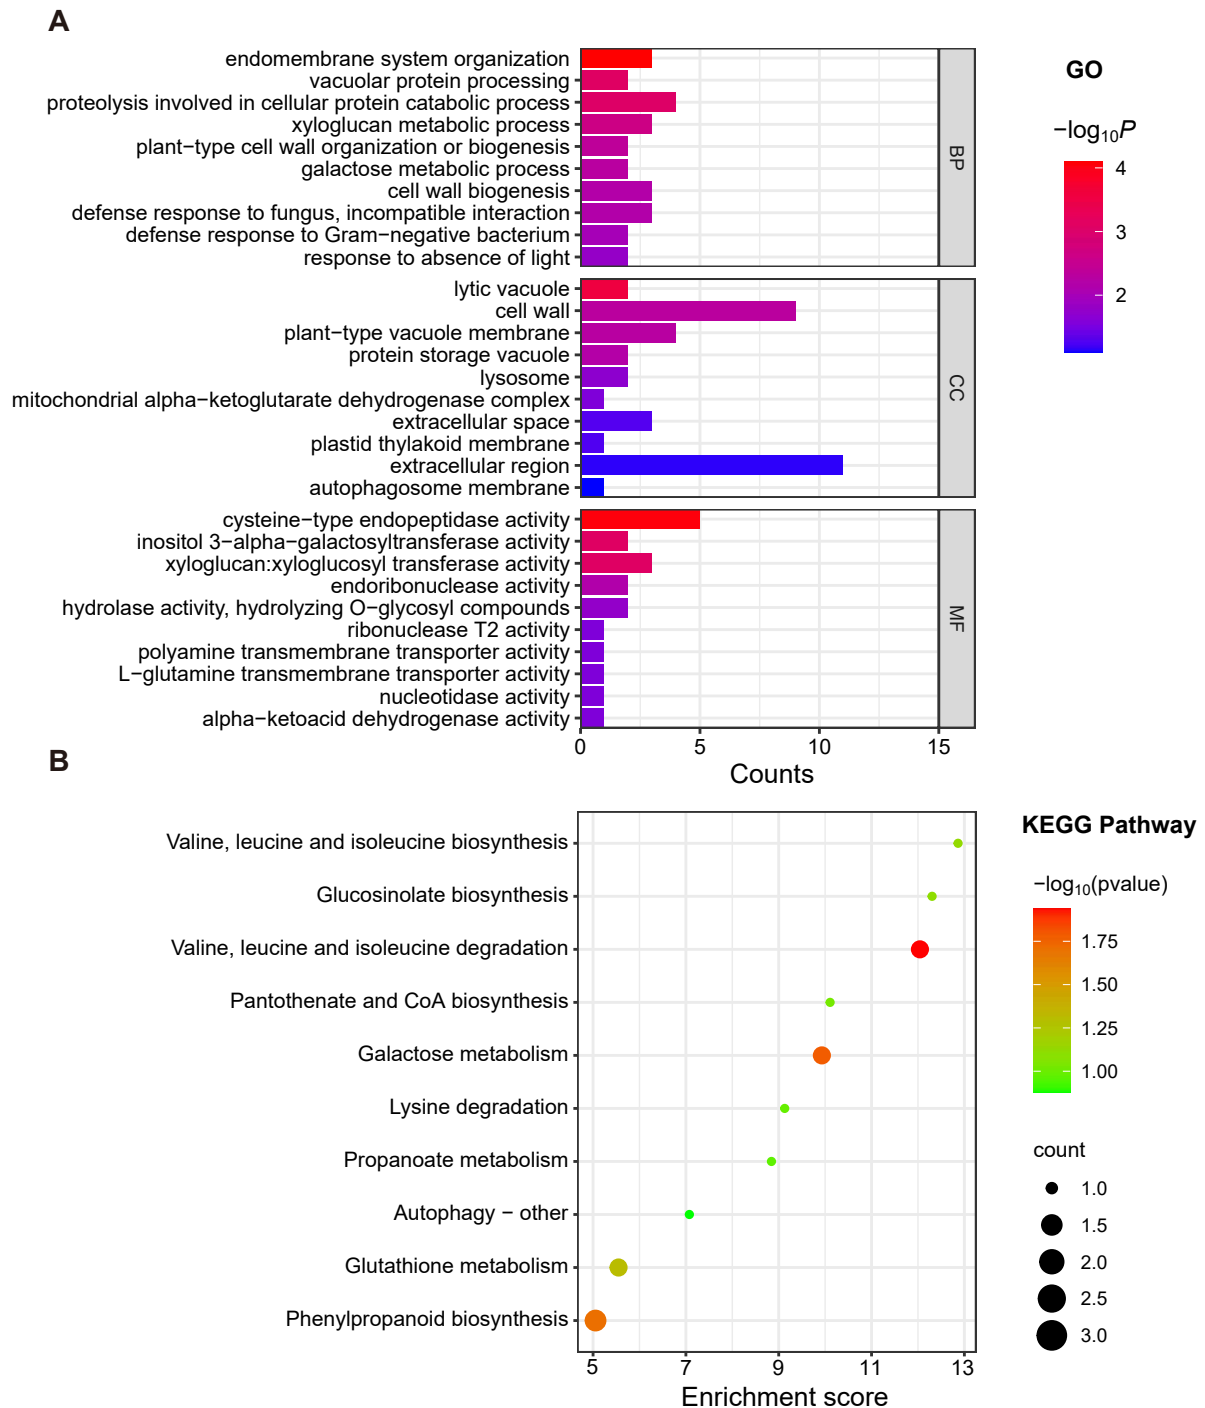

**Figure S4 Genes which were up-regulated in *lon1-2* but downregulated in *atg5-1* are slightly enriched with ER and lytic vacuole processes.**

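For the genes that rise in *lon1-2* and fall in *atg5-1*, *lon1-2atg5-1* was compared with *atg5-1*. All 37 were higher in *lon1-2atg5-1*, with a median log2 fold change of 2.25 (adjusted p = 1.15e-34 from camera, over 10 lists). 35 were significantly higher by edgeR's quasi-likelihood test, and 35 when adjusted over the list alone. 4 of them had 3 counts or fewer in every *atg5-1* library, and with these at their lower bound the median was 2.25. As the study chose the list with these libraries, the counts are not independent evidence.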

(A) A total of 37 genes were upregulated in *lon1-2* but downregulated in *atg5-1*, and were subjected to Enrichment of Gene Ontology (GO) analysis. The horizontal bars represent the counts for Biological Processes (BP), Cell Compartments (CC) and Molecular Functions (MF), while the blue-red color bar indicates the range of Log-transformed P values. (B) KEGG pathway enrichment analysis of down-regulated genes in all three mutants. The size of the bubbles corresponds to the number of genes involved, while the green-red color bar indicates the range of Log-transformed P values.

# Supplementary material for: Lon1 Inactivation Downregulates Autophagic Flux and Brassinosteroid Biogenesis, Modulating Mitochondrial Proportion and Seed Development in Arabidopsis
**Source:** Int J Mol Sci. 2024 May 16;25(10):5425. doi: 10.3390/ijms25105425
**Supplement:** Supplementary file 1

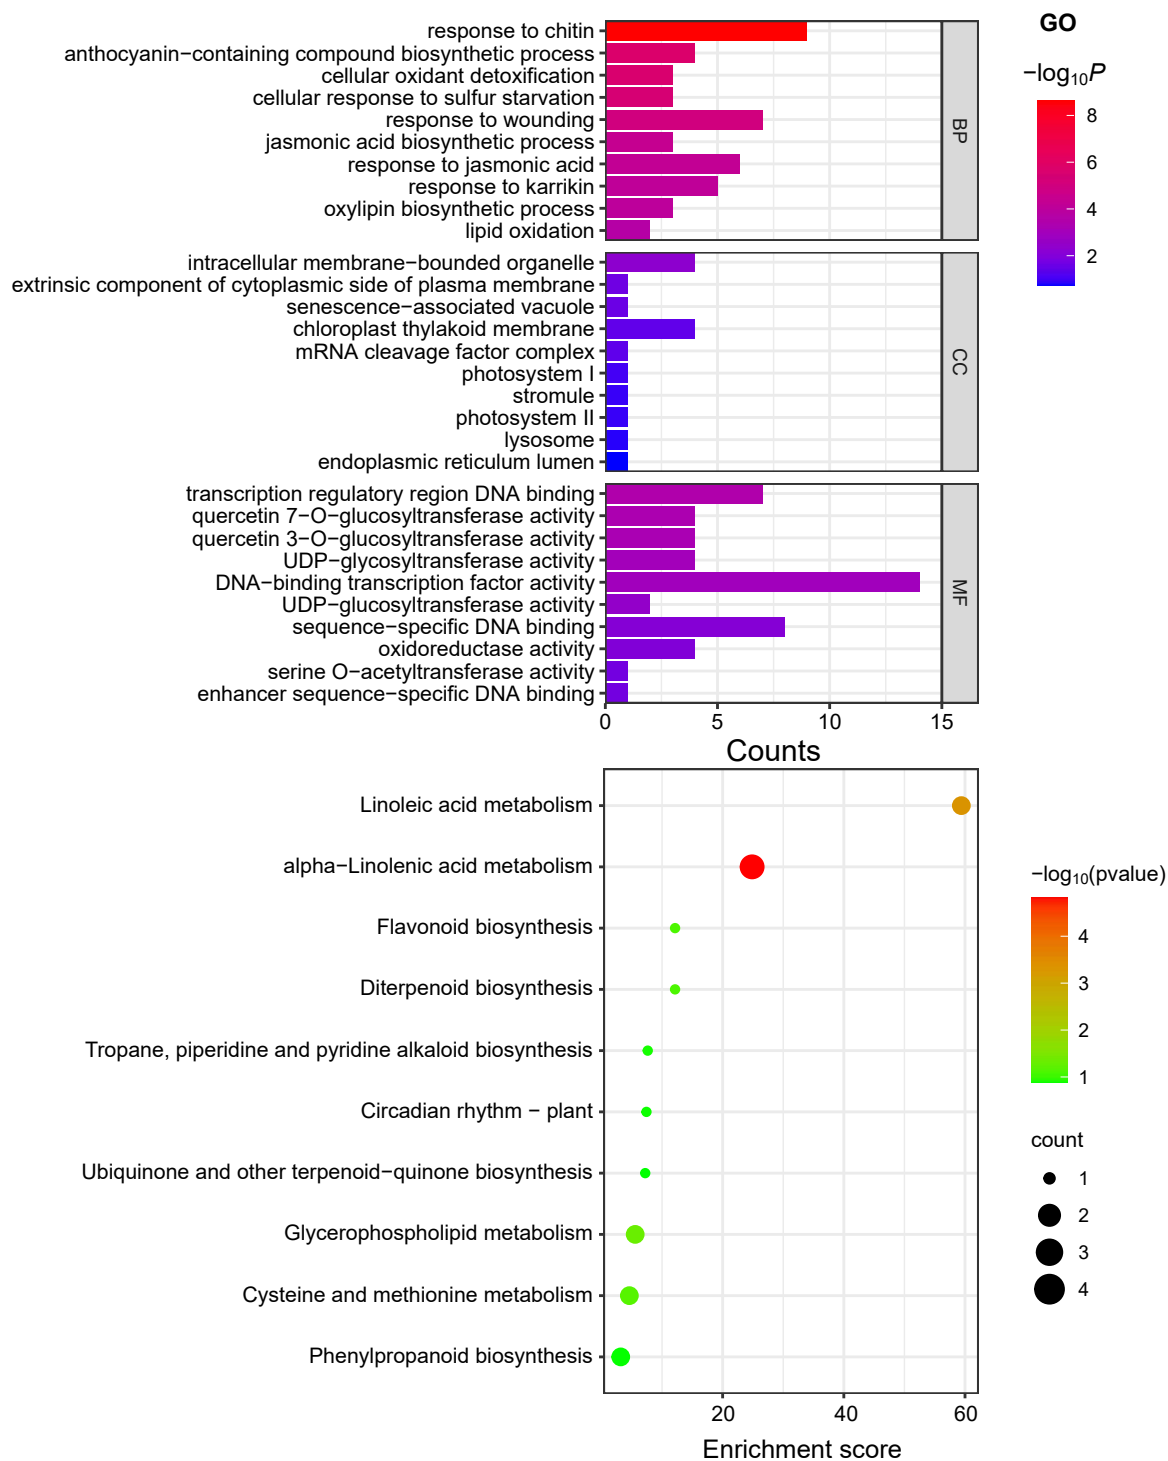

**Figure S5 Genes which were down-regulated in *lon1-2* but up-regulated in *atg5-1* are enriched with response to chitin pathway.**

(A) A total of 86 genes were upregulated in *lon1-2* but downregulated in *atg5-1*, and were subjected to Enrichment of Gene Ontology (GO) analysis. 

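In the paper's values, Supplementary Data S7 lists 86 genes that fall in *lon1-2* and rise in *atg5-1*. 85 of them were lower in *lon1-2atg5-1* than in *atg5-1*, with a median log2 fold change of -2.04 (adjusted p = 1.33e-63 from camera, over 10 lists). 82 were significantly lower by edgeR's quasi-likelihood test, the same number as when adjusted over the list alone, on a list the study chose with these libraries and that is therefore not independent evidence. With the 4 genes of 3 counts or fewer in every library of a genotype at their bound, the median was -2.04. The cell wall genes in this list were all significantly lower. XTH12 (AT5G57530) fell to 92.3 ± 24.9 normalized counts in *lon1-2atg5-1* from 729.5 ± 149 in *atg5-1* (SD, n = 3 each). MEE23, XTH15 and XTH24 had log2 fold changes of -2.51, -2.36 and -1.83, where MEE23 and XTH15 overlap genes on the opposite strand. PME61 and AtPME17 were at -1.36 and -1.16. DL4170C (AT4G16260), at -0.49, lost significance without *atg5-1* replicate 1, at -0.30, without *atg5-1* replicate 2, at -0.52, and without *lon1-2atg5-1* replicate 2, at -0.51.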

The horizontal bars represent the counts for Biological Processes (BP), Cell Compartments (CC) and Molecular Functions (MF), while the blue-red color bar indicates the range of Log-transformed P values. (B) KEGG pathway enrichment analysis of down-regulated genes in all three mutants. The size of the bubbles corresponds to the number of genes involved, while the green-red color bar indicates the range of Log-transformed P values.

How the deposited data were processed for this re-analysis (not part of the article)

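RNA of 3 *atg5-1* and 3 *lon1-2atg5-1* seedling libraries was sequenced. Seedlings were 10 days old in the paper's methods and 7 days old in the description of the deposited series. Libraries were assigned to genotypes by their labels alone. *Col-0* and *lon1-2* libraries were not analysed here, so *lon1-2atg5-1* against *atg5-1* was the only comparison of genotypes.

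The authors made stranded mRNA libraries, trimmed the paired reads with Trimmomatic, aligned them with hisat2 and counted reads per gene with htseq-count. The counts as deposited are raw, without normalization. The authors name cufflinks as the source of the FPKM values as deposited. On the files, each FPKM equalled the count divided by gene length and by the library's total count, with a largest relative error of 6.12e-08. The implied gene lengths equalled the exonic lengths of the TAIR10.1 annotation for 23819 of 23819 genes with a count. The files hold 0 genes of the mitochondrial or plastid genome, so transcripts of these genomes were not tested.

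Totals were 22972992, 22202064 and 22154558 counts for *atg5-1* and 22468063, 21964283 and 23929531 for *lon1-2atg5-1*. Normalization factors lay between 0.962 and 1.03, and the 10 most abundant genes took 6.45% to 7.40% of a library. A gene with 3 counts or fewer in every library of a genotype was taken as not detected there, and its fold change was given as a lower bound against 3 counts. The bound takes the observed mean of the other genotype without error and leaves out the spread between libraries. It is therefore not a confidence limit, least of all where counts are close to 3. Among pairs of libraries of one genotype, chi-square per degree of freedom was 3.92 or more, and no pair was identical.

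Counts were filtered with filterByExpr, which left 20157 genes, normalized with TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. P-values were adjusted by the method of Benjamini and Hochberg. A gene was called differentially expressed at an adjusted p under 0.05 and a fold change over 1.5, and the study's threshold of an unadjusted p under 0.05 and a fold change over 1.5 was counted beside it. Standard errors were derived as the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. They were not estimated directly and can be too small for genes with few counts in a genotype. Normalized counts are counts divided by the TMM-scaled library size, at the mean library size. The 10 lists of genes were those of Figures 1A, 3B–E and 6C and of Supplementary Data S4 to S7. They were tested with camera at an inter-gene correlation of 0.01, with fry, and with camera at the estimated correlation, in limma 3.58.1, and p-values were adjusted over the 10 lists. Principal components were taken over the 500 most variable genes as log2 CPM with a prior count of 2. Exons of named genes were compared with those of all other genes by BLAST 2.17.0, counting matches of at least 90% identity over 100 bp. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

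The alternatives were set before the data were examined. They were DESeq2 1.42.0, the exact test of edgeR, scaling by library size alone, no filter on low counts, at least 10 counts in every library, the replicate number as a block, limma on log2(FPKM + 1) and log2(FPKM + 0.1), fold change thresholds of 2 and none, the estimated correlation, principal components over all genes or from FPKM, and each library left out in turn. A filter to nuclear genes removed no gene and gives no separate result. The steps were tested on simulated counts of 20020 genes with 200 changed and a biological coefficient of variation of 0.13 in both groups. The quasi-likelihood and exact tests each recovered 193 with 14 false calls, DESeq2 189 with 9, and limma on log2(FPKM + 1) 189 with 6. On other simulated counts, of 20009 genes with a trend on gene length, removal of the trend brought the false calls from 7879 to 9. The data had 5588 differentially expressed genes and coefficients of variation of 0.0631 in *atg5-1* and 0.135 in *lon1-2atg5-1*. The simulations therefore check the steps but do not give their error rates on these data. Supplementary Data S2 could be read only in part and was not used for tests. Enrichment of GO terms and KEGG pathways was not repeated, and claims on *lon1-2* or *Col-0* alone were left out.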

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

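Each result in this part is a signal that the paper does not report on. ATG5 was examined as the gene mutated in both genotypes, and the others were among the 5 highest and 5 lowest genes with a mean of at least 50 counts. All tests on ATG5 and on genes with a DUF295 domain were chosen after the result was seen. The test on seed genes was chosen before, apart from the rule for its outcome.

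ATG5 had a log2 fold change of 0.98 in *lon1-2atg5-1* against *atg5-1*, with all 3 *lon1-2atg5-1* libraries above all 3 *atg5-1* libraries. The tables argue against a scaling difference between the groups, since the widest log2 gap between the effective sizes of 2 libraries was 0.11. They argue against a change over the chromosome region in one direction, since 6 of the 20 nearest genes were significantly lower and 6 significantly higher, with log2 fold changes from -4.85 to 3.09. These 2 tests replaced earlier ones that decide nothing, the median over all genes tested (-0.00034), which normalization centres near 0, and the median of the 20 nearest genes (0.063), which go both ways. A common rise of autophagy genes was not seen, as 26 other annotated autophagy genes had a median of -0.52, with 20 significantly lower and 0 significantly higher, and 3 higher in sign. No near-identical copy of ATG5 was found (0 other genes at 90% identity over 100 bp). AT5G17280, which overlaps ATG5 on the opposite strand, had a log2 fold change of -0.43 (adjusted p = 0.00200 from edgeR's quasi-likelihood test). Counts per gene do not show where in the gene the reads lie. Reads from a part of the gene beside the insertion, and a response to the loss of LON1, therefore stay open, and neither was tested.

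NATA1 (AT2G39030) was at least 394-fold higher in *lon1-2atg5-1*, with 1, 0 and 1 counts in *atg5-1* and 983, 1140 and 1495 in *lon1-2atg5-1*. MRD1 (AT1G53480) had a log2 fold change of 7.47 (standard error 0.33), from 2, 0 and 8 counts to 616, 558 and 652. With one library left out, this value ranged from 6.91 to 9.10. MRD1 overlaps 2 genes on the opposite strand and part of it matches AT1G06327, so its reads are not certain to be its own. The exons of NATA1, TIP2;3, MLP328 and AT1G77520 match no other gene at 90% identity over 100 bp. The genes TIP2;3 (AT5G47450), MLP328 (AT2G01520) and AT1G77520, an O-methyltransferase gene, were lower in *lon1-2atg5-1*, with log2 fold changes of -4.42, -4.91 and -5.07 and standard errors of 0.29, 0.17 and 0.34. In each of these 5 genes, all 3 libraries of one genotype lay above all 3 of the other. No explanation was tested for any of the 5 alone, and an effect of the LON1 mutation on them is untested beyond the comparison itself.

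SESA5 (AT5G54740), which encodes a seed storage albumin, was at least 35.9-fold higher in *lon1-2atg5-1*, with 1, 0 and 0 counts in *atg5-1* and 136, 129 and 59 in *lon1-2atg5-1*. Seeds or late germinating seedlings in the lon1-2atg5-1 libraries are a candidate source. Of 12 other seed storage, oleosin and late seed genes listed before the test, 7 could be tested, and 6 of these were higher past the threshold and 0 lower. Of the 5 with too few counts for the test, 4 (SESA4, CRU2, OLEO2 and PER1) had more counts in every *lon1-2atg5-1* library than in any *atg5-1* library. CRA1 had 3, 6 and 3 counts in *atg5-1* and 121, 162 and 85 in *lon1-2atg5-1*. EM6, a late seed gene, was not higher (14, 16 and 13 counts against 10, 10 and 10), and EM1 had at most 1 count in any library. The prediction counted genes without a test as not higher, and by it 6 of 12 is neither most nor few. The first rule written for the test would have excluded the explanation at this count, and the rule that it decides nothing was set after the count was seen. All but EM1 and EM6 go with seeds or late germinating seedlings, but transcription of seed genes in *lon1-2atg5-1* seedlings would raise the same genes, so the 2 cannot be told apart.

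AT5G54550, a gene with a DUF295 domain, was at least 37.7-fold higher in *lon1-2atg5-1*, with 1, 1 and 0 counts in *atg5-1* and 120, 122 and 101 in *lon1-2atg5-1*. Of 69 genes with this domain, 22 were tested, and 13 were differentially expressed higher and 3 lower. Of the 13, 0 matched another member at 90% identity over 100 bp, which argues against reads shared between near-identical members. AT5G54550 matched its neighbour AT5G54560, also higher, at 87.7% identity over 1208 bp. Shared reads are therefore not excluded for this pair. A rise of the family together was tested on the 18 members that had not been seen before the family was examined, and 9 of them were higher past the threshold. Among the genes tested outside the family, again without those seen before, 13.9% were (two-sided Fisher's exact test, p = 0.000280). This test was chosen after the count was seen and takes genes as independent, although some of these are neighbours. The 18 members include 3 that were lower past the threshold. So more members were higher than among other genes, but whether AT5G54550 rose with the family as a whole or with a part of it stays open.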

How the results depend on the processing

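The count of differentially expressed genes was 2840 at a fold change over 2 and 10781 with no fold change threshold, against 5588. At the study's threshold, these counts were 2891 and 12000, against 5803. Every other alternative left both counts within 1.5 times. The lowest was 4170 genes with limma on log2(FPKM + 1), of which 4113 were among the 5588. DESeq2 gave 5468 genes and shared 5396. Across the 6 fits that each left out one library, the count went from 5149 without *lon1-2atg5-1* replicate 1 to 6323 without *lon1-2atg5-1* replicate 3, and at the study's threshold from 5425 to 6538 in the same fits.

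With camera at the estimated correlation, the medians of the UPRmt genes (1.46), the UPRer genes (1.88) and the commonly upregulated genes (0.34) did not change, but their tests no longer passed. Over all alternatives, the adjusted p (camera or fry, as run in limma) ranged from 6.00e-30 to 0.0706, from 0.00105 to 0.149 and from 1.63e-08 to 0.153 for these 3 lists. The other 7 lists passed under every alternative run, with their medians in the same direction. The share of variance on the first component was 83.0% over all genes tested and 95.5% on log2(FPKM + 1), and 93.0% to 94.9% with one library left out.

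Replicate numbers are shared between the genotypes, but the libraries are not paired by them. Deviations of the same number from their group means correlated over genes at -0.0372, -0.115 and -0.0099. With the number as a replicate block, 5472 genes were differentially expressed, 5381 of them among the 5588, and the number of DE genes at the study's threshold was 5750. MRN1 was the only named gene whose call changed with the block (adjusted p = 0.0985 from edgeR, in a range from 0.0197 to 0.178 over all settings).

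LON1 and ATG5 stayed past the threshold in every setting run, with log2 fold changes from -2.13 to -1.68 and from 0.83 to 0.98 over the other settings, and from -2.42 to -1.87 and from 0.70 to 1.22 with one library left out. Of 57 other named genes tested, 49 kept their direction and call in every setting that tested them, and 8 did not. Genes under 10 counts in any library have no result under that filter. Over the processing settings, 6 of 497 results became weaker, 0 stronger and 1 reversed. Over the libraries left out, 14 of 342 became weaker, 3 stronger and 3 reversed. The direction of XTH8, with a value near 0, reversed with no filter on low counts, at 0.0022, and with one library left out it ranged from -0.041 to 0.080, being above 0 without *atg5-1* replicate 1 (0.048) and without *lon1-2atg5-1* replicate 3. ERF105 ranged from -0.070 without *lon1-2atg5-1* replicate 1 to 0.71 without *lon1-2atg5-1* replicate 3, where it was significant.

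With limma on log2(FPKM + 1), the median of the UPRer genes was 0.46. For the genes of Figure 6C, which the paper relates to brassinosteroids, it was -0.76 with no filter on low values. Scaling by library size alone moved the median log2 fold change of all genes to -0.028. A filter to nuclear genes removed no gene and gives no separate result.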

Differences from the paper's values

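For 42 named genes, the paper's supplementary values against *Col-0* give a difference between *lon1-2atg5-1* and *atg5-1*. 0 of these differences had the opposite sign to the log2 fold change computed here or lay further from it than the SD between replicates. The largest gap was 0.044 on the log2 scale, for CYP716A1. Of 624 comparisons with the alternatives set before the data were examined, 37 had the opposite sign or lay further away than that.

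The legend of Figure S5 gives the list of 86 genes both ways, in its title as lower in *lon1-2* and higher in *atg5-1* and in its panel A as the reverse. The title has the direction of Supplementary Data S7. The text assigns the vacuole, endomembrane and cysteine-type endopeptidase genes to Supplementary Data S6 and the chitin genes to Supplementary Data S7. In the tables, the 86 genes of Supplementary Data S7 are lower in *lon1-2* and higher in *atg5-1*. 85 of the 86 were lower in *lon1-2atg5-1* than in *atg5-1* here. The vacuole and endomembrane genes are in Supplementary Data S7, and Supplementary Data S6 holds 1 gene annotated to the response to chitin and 1 to cysteine-type endopeptidase activity. Of the 11 cell wall genes the paper reports as raised in *lon1-2* and *atg5-1*, 5 were lower in *lon1-2atg5-1* than in *atg5-1*. 3 of these 5 were significantly lower, and 5 of the 6 higher ones significantly higher. The paper does not make this comparison.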

Other observations

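The tests on reads left on LON1, on counting error and mixing, on the positions of genes read in one genotype only, and on genes with a DUF295 domain were chosen after the result was seen. The other tests in this part were chosen before.

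The 6 libraries can be split into groups of 3 in 10 ways. Only 1 of the 10, the split by genotype, gave as many differentially expressed genes or as many genes at the study's threshold. For each of the 10 lists it was likewise 1 of the 10 that gave a median as far from 0. The other splits gave 0 differentially expressed genes and at most 180 at the study's threshold. With 10 splits the share cannot go under 0.1, so the share by itself decides nothing.

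After a trend on gene length was removed from each library, 5567 genes were differentially expressed, 5486 of them among the 5588. After a trend on GC content was removed, there were 5593, 3038 higher and 2555 lower, and 5336 were shared. Neither trend accounts for the number of genes.

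A chromosome segment carried with the *lon1-2* allele would place differences near LON1. Within 1 Mb of LON1, 64 of 231 genes tested (27.7%) were differentially expressed, against 27.7% of all genes, at percentile 46.7 among other windows of as many genes. 40 genes had 3 counts or fewer in every library of one genotype and at least 20 in every library of the other, 29 read in *lon1-2atg5-1* only and 11 in *atg5-1* only. They lay on 5 chromosomes, and 0 lay within 2 Mb of LON1. These values argue against a segment around LON1 as the cause. Variants elsewhere in the genome stay open and were not tested.

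LON1 kept 32.6%, 21.9% and 15.6% of its mean *atg5-1* reads in *lon1-2atg5-1* replicates 1, 2 and 3. If these reads came from RNA of plants with an intact LON1 gene, every abundant gene would keep at least that share. Of 15504 genes with at least 100 normalized counts in *atg5-1*, 29 lay below it in all 3 *lon1-2atg5-1* libraries, which argues against such RNA as the whole source. Reads from a part of LON1 beside the insertion stay open and were not tested.

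The *lon1-2atg5-1* libraries differed more from each other than the *atg5-1* libraries. The biological coefficient of variation was 0.135 in *lon1-2atg5-1* and 0.0631 in *atg5-1*, and 0.170 between *lon1-2atg5-1* replicates 1 and 3. It was 0.129 against 0.0550 among genes of at least 1000 counts, which argues against counting error. In *lon1-2atg5-1* it was 0.134 after the length trend was removed and 0.135 after the GC trend was removed, so neither closes the gap. A larger share of *atg5-1*-like RNA in replicate 3 than in replicate 1 is a candidate explanation. In the first test, the 814 genes lowered in *lon1-2atg5-1* gave a share of 9.05%, and 6 of 15504 abundant genes lay below it, which decides nothing. The 941 raised genes gave another share, 32.9%. Both sets had an adjusted p under 0.05 and a fold change over 2. Lowered genes had at least 100 normalized counts on average in *atg5-1*, raised genes at least 100 in *lon1-2atg5-1* replicate 1. The choice by replicate 1 favours lower values in replicate 3 and a larger share. Of the 941, 822 were lower in replicate 3 than in replicate 1, as the explanation needs. But 205 of the 814 lowered genes were further from *atg5-1* in replicate 3. A second count, chosen after the first decided nothing, found 40 of 941 raised genes in replicate 3 at under 0.5 of their count in replicate 1, but it sets 1 library against counting error and excludes nothing. LON1 goes against RNA of plants with an intact LON1 gene, since it kept the least in replicate 3, 15.6% of its *atg5-1* reads against 32.6% in replicate 1, and less than the share the raised genes gave. This is 1 gene in 1 library, and *lon1-2atg5-1* plants with a weaker response would show no such rise of LON1. A difference in RNA mixture and a difference between the plants of the 3 libraries cannot be told apart, as each is a single library.

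The 11 genes of Figure 1A, which the paper reports for *lon1-2*, were all lower in *lon1-2atg5-1* than in *atg5-1*, with a median log2 fold change of -0.86 (adjusted p = 2.31e-08 from camera and 0.0338 at the estimated correlation). Besides autophagy genes, they include the transcription factors TGA1, TGA9 and TGA10, at -0.69, -1.47 and -1.25. 10 of the 11 were significantly lower by edgeR's quasi-likelihood test, and 10 when adjusted over the list alone. The paper shows genes lowered in *lon1-2* in this figure, so the list was picked for a fall when LON1 is lost and is not independent evidence. The highest was ATG8G (-0.043) and the lowest ATG8H (-1.49). Without *lon1-2atg5-1* replicate 3, 1 of them was higher. With one library left out, the median ranged from -0.92 to -0.80.

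For 718 genes of mitochondrial proteins in the paper's supplement, the log2 fold changes in *lon1-2atg5-1* against *atg5-1* were compared with the paper's transcript values in *lon1-2* against *Col-0*. Across genes, which are not independent replicates, Pearson's r was 0.933 and Spearman's rho 0.864 (two-sided permutation test with 100000 permutations, p = 1e-05 for each, the smallest it can give). The sign was the same for 91.4% of the genes. With the paper's protein values, a comparison added after the first, r was 0.363 and rho 0.333. 504 of the genes were significantly higher and 51 lower in *lon1-2atg5-1*. On log2(FPKM + 1) with limma, r was 0.828. The paper's values rest on libraries not analysed here.

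Of all tested members of the DUF295 family, 59.1% were differentially expressed higher, against 14.0% of all genes tested. All 8 members tested on chromosome 5 between 21 and 23 Mb were higher. The members seen before the family was examined are among these, so the shares describe the genes and are no test.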
